# RFX transcription factors are essential for hearing in mice

**DOI:** 10.1038/ncomms9549

**Published:** 2015-10-15

**Authors:** Ran Elkon, Beatrice Milon, Laura Morrison, Manan Shah, Sarath Vijayakumar, Manoj Racherla, Carmen C. Leitch, Lorna Silipino, Shadan Hadi, Michèle Weiss-Gayet, Emmanuèle Barras, Christoph D. Schmid, Aouatef Ait-Lounis, Ashley Barnes, Yang Song, David J. Eisenman, Efrat Eliyahu, Gregory I. Frolenkov, Scott E. Strome, Bénédicte Durand, Norann A. Zaghloul, Sherri M. Jones, Walter Reith, Ronna Hertzano

## Abstract

Sensorineural hearing loss is a common and currently irreversible disorder, because mammalian hair cells (HCs) do not regenerate and current stem cell and gene delivery protocols result only in immature HC-like cells. Importantly, although the transcriptional regulators of embryonic HC development have been described, little is known about the postnatal regulators of maturating HCs. Here we apply a cell type-specific functional genomic analysis to the transcriptomes of auditory and vestibular sensory epithelia from early postnatal mice. We identify RFX transcription factors as essential and evolutionarily conserved regulators of the HC-specific transcriptomes, and detect *Rfx1,2,3,5* and *7* in the developing HCs. To understand the role of RFX in hearing, we generate *Rfx1/3* conditional knockout mice. We show that these mice are deaf secondary to rapid loss of initially well-formed outer HCs. These data identify an essential role for RFX in hearing and survival of the terminally differentiating outer HCs.

## Abstract (web summary)

Inner ear hair cells are non-regenerative mechanosensory cells essential for hearing. Here, with cell-type-specific expression analyses, the authors identify RFX transcription factors as central mediators of their survival during terminal differentiation and thus essential for hearing in mice.

Sensorineural hearing loss affects 1:500 newborns^1^ and the majority of the elderly population^2^. The sensations of sound and movement are dependent on highly specialized post-mitotic mechanosensory cells called hair cells (HCs)^3^. Mammalian auditory HCs do not regenerate and their loss is a final common pathway in most forms of hearing dysfunction^4^. For this reason, understanding the molecular signalling cascades that lead to HC differentiation is important for hearing restoration. To date, several master regulators of HC fate and differentiation have been characterized. Among these are the transcription factors (TFs) ATOH1 (ref. 5), POU4F3 and GFI1 (refs 6, 7, 8). Nevertheless, forced expression of these three TFs in stem cells leads only to immature hair-cell-like cells^9^, underscoring the need to identify factors that mediate the differentiation and survival of maturating HCs. Furthermore, while the auditory and vestibular HCs and supporting cells (SCs) are structurally and functionally distinct, very few molecular differences between these cell types have been reported. Detailed knowledge of such markers, as well as regulators of terminal differentiation, is important to identify genes with a role in hearing and balance.

Gene expression analysis has been applied successfully to study development^10^,^11^, regeneration^12^,^13^, and identification of transcriptional cascades and molecular signalling pathways in the ear^14^. Given the complex structure of the inner ear sensory epithelia, cell type-specific analyses, either in the form of population analysis of sorted cells or in the form of single-cell analysis, have grown in favour^14^,^15^,^16^.

Here by performing a comprehensive cell type-specific comparison of the transcriptomes of HCs to other cell types from the auditory and vestibular systems of early postnatal mice, we identify the Regulatory Factor X (RFX) family of transcription factors as a key regulator of HC transcriptomes. Our results indicate an evolutionarily conserved role for RFX TFs in regulating the expression of genes encoding HC-enriched transcripts and demonstrate that RFXs are necessary for hearing in mice. In addition, we show that contrary to the known role of RFX as major regulators of cilia formation^17^, in RFX1/3 deficient HCs, the primary cilia (kinocilia) develop, and planar cell polarity is not impaired. The newly formed HCs seem structurally normal and functional until the outer HCs (OHCs) die rapidly at the onset of hearing, the time when the kinocilia are normally retracted. These data support a novel role for RFX in hearing, by maintaining the survival of normally formed HCs, probably through the regulation of their transcriptome during terminal differentiation.

## Results

### Inner ear cell type-specific gene clusters

To characterize the HC transcriptome in early post-natal auditory and vestibular systems, we used the *Atoh1/nGFP* transgenic mice expressing a green fluorescent protein (GFP) in all inner ear HCs^18^ (Fig. 1a,b). Auditory and vestibular epithelia from inner ears of postnatal day 1 (P1) mice were separated into HCs, epithelial non-HCs (ENHCs) and non-epithelial cells (NECs) by flow cytometry (Fig. 1c, Supplementary Fig. 1). Gene expression levels were recorded from the sorted cells using whole genome expression microarrays (Supplementary Data 1). Hierarchical clustering, applied to all genes detected as expressed, showed a clear division of the samples based on cell types, namely HC, ENHC and NEC (Fig. 1d), demonstrating, as expected, that cell-type identity, rather than tissue of origin, is the major determinant of the cell transcriptome.

To define patterns of gene expression, we first searched for differentially expressed genes using an analysis of variance. We identified 6,556 probes, representing 4,269 unique genes (false discovery rate<5%) as differentially expressed between the cell types and tissues. Cluster analysis applied to this set of differentially expressed genes detected 12 main expression patterns (Supplementary Fig. 2). The genes with a higher level of expression in HCs were divided into a cochlear-enriched cluster (cluster 1) and a vestibular-enriched cluster (cluster 3) (Fig. 1e). Functional enrichment analysis revealed that the cochlear HC cluster is significantly enriched for genes that regulate sensory perception of mechanical stimuli, whereas the vestibular HC cluster is significantly enriched for cytoskeleton and cilium-related genes (Fig. 1f).

In parallel, we used RNA-seq to record expression profiles of cochlear and vestibular HCs and ENHCs (Supplementary Data 2). There was a strong correlation between expression patterns measured by microarrays and RNA-seq, with RNA-seq measurements showing an improved dynamic range (Supplementary Fig. 3a,b). Among the genes detected by RNA-seq, the expression of 2,176 was elevated at least threefold in HCs compared with ENHCs in either the auditory or vestibular systems. In accordance with the patterns detected by microarray, the RNA-seq data set revealed two major expression clusters containing genes with increased expression in both auditory and vestibular HCs (clusters 1 and 2, Supplementary Fig. 4a,b). Moreover, the RNA-seq analysis detected not only HC-enriched protein-coding transcripts but also a multitude of long, non-coding transcripts whose expression is elevated in HCs (Supplementary Data 2).

To determine whether differential expression can be predictive of functional significance, we examined the expression of mouse orthologues of the known human deafness-causing genes detected in the microarray and RNA-seq data sets. Interestingly, out of 70 orthologues of known human deafness-causing genes, 56 and 64 were detected as expressed in at least one cell type, in the microarray and RNA-seq, respectively. Of these, in the microarray data set, 41 genes were differentially expressed (enrichment *P* value=1.6E−9; hypergeometric test), and statistically over-represented in the clusters of genes whose expression is elevated in HCs (29 genes, *P* value=5.5E−6; hypergeometric test). Similarly, in the RNA-seq, 33 genes showed at least threefold elevated expression in HCs compared with ENHCs in either the auditory or vestibular systems (*P* value=4.2E−11; hypergeometric test; Supplementary Data 3; and see examples in Supplementary Fig. 4c). With ∼100 deafness loci remaining to be cloned, these data suggest that differential inner ear expression and specifically elevated expression in HCs, could be used as a valuable criterion in prioritizing genes/variants for validation.

### Identification of inner ear cell type-specific markers

Next, to further define cell type-specific marker genes within each tissue (namely genes whose expression is strictly confined to a particular cell-type in our examined panel), we applied stringent expression criteria to the microarray data set (Methods). This analysis identified 158 annotated genes as markers of inner-ear HCs (out of 276 probes corresponding to annotated and predicted genes; Supplementary Data 4). Most of these genes marked both the cochlear and vestibular HCs, and included many genes that, in the newborn mouse inner ear, are known markers of HCs, such as *Atoh1*, *Pou4f3* and *Gfi1*. *Egfp* was identified as a HC-specific marker validating the specificity of the sorting approach. Of interest, 11 genes were specific for the cochlear HCs while 13 were specific for the vestibular HCs (Fig. 1g). These included *Slc26a5*, a known cochlear HC-specific marker (uniquely expressed in OHCs^19^), and *Ocm* which in the newborn inner ear is not detected in cochlear HCs but is already expressed in vestibular HCs^20^. Similarly, we identified 32 unique genes as markers of inner ear ENHCs of which 7 were specific for the cochlea and 4 were specific for the vestibular system (Supplementary Data 4).

To validate the identified cell type-specific markers, we examined our RNA-seq measurements and found a remarkable confirmation for the specificity of our marker sets (Fig. 1g; Supplementary Fig. 5). Specifically, of the 158 genes defined by the microarray as markers of HCs, 155 showed in the RNA-seq data at least 2-fold enrichment in HCs, with an average of 10-fold enrichment in cochlear HCs and 14-fold enrichment in vestibular HCs (Supplementary Data 4). As for the set of ENHC markers, for all except 1 gene, the expression levels measured by RNA-seq were at least 2-fold enriched in ENHCs compared with HCs (with an average of 11.3-fold and 7.5-fold for the cochlear and vestibular ENHCs, respectively). The stringent criterion we set for calling genes as HC-markers favours specificity (low rate of false positives) and over sensitivity (low rate of false negatives), and accordingly many genes whose expression is enriched in HCs were not called as marker genes (Supplementary Fig. 5). Overall, these data define over 150 validated HC and ENHC cell type-specific and tissue-specific markers in the newborn mouse inner ear.

### RFX are important regulators of the HC transcriptome

Our next goal was to identify transcription factors that regulate the expression of genes encoding HC-enriched transcripts. We and others have demonstrated that computational analysis of *cis*-regulatory elements in promoters of differentially expressed genes is a powerful tool for the identification of transcriptional regulators^10^,^21^,^22^. This reverse-engineering approach for delineating transcriptional networks is based on the assumption that genes co-expressed in the same cell-type(s) are likely to be regulated by common transcription factors that are specifically active in those cells. Thus, these genes are expected to share specific DNA regulatory elements in their promoter regions. Therefore, we computationally searched for DNA motifs whose prevalence in the promoters of genes encoding HC-enriched transcripts, as detected by our microarray and RNA-seq data, is significantly higher than in the promoters of all other genes in our data set. We defined promoters as the genomic region from 1,000 nucleotides (nt) upstream to 500 nt downstream of the transcription start site (TSS). A single, highly statistically significant DNA motif was identified as over-represented in promoters of the genes encoding HC-enriched transcripts. This motif corresponds to the binding signature of the RFX family of transcription factors (Fig. 2a), and its over-representation was most prominent on promoters of genes encoding HC-enriched transcripts, which showed higher elevated expression in vestibular compared with auditory HCs (cluster 3 in Fig. 1e and cluster 1 in Supplementary Fig. 4a). The RFX signature was detected on promoters of 225 genes encoding HC-enriched transcripts, resulting in a ∼3-fold over-representation of the motif (*P* value=1.5E−37; hypergeometric test) and tagging the corresponding genes as putative direct targets of RFX in HCs (Supplementary Data 5). A similar sequence analysis using promoters of the human and zebrafish orthologous genes also pinpointed the RFX motif as highly enriched and the top scoring motif in both organisms, suggestive of an evolutionarily conserved pathway (enrichment *P* value=2.9E−30 and 9.2E−29 for human and zebrafish promoters, respectively; hypergeometric test; Supplementary Fig. 6). Notably, the putative targets include *Lrrc51*, a known deafness-causing gene^23^, *Ift88* (ref. 24)*, Wdpcp*^25^*, Tmie*^26^,^27^*, Ush2a* and *Ush1c*^28^, all of which have known roles in murine HC development. Consistent with the known role of RFX proteins as master regulators of ciliogenesis^29^, the 225 putative RFX target genes were enriched for cytoskeleton and cilium genes (Fig. 2b,c). Overall, the expression of the putative RFX targets was significantly enriched in both the cochlear and the vestibular HCs, with the vestibular showing a greater level of elevated expression (Supplementary Fig. 7).

We next analysed two recent expression data sets that also recorded gene expression in the inner-ear and defined sets of HC-enriched genes. One of these studies purified cochlear HCs using the *Atoh1*^*A1GFP/A1GFP*^ mouse^30^, and the other used *Pou4f3-GFP* mice to isolate auditory and vestibular HCs for expression analysis^31^. Notably, in both of these data sets we detect the RFX binding signature as the most highly over-represented motif in the promoters of genes encoding for HC-enriched transcripts (Supplementary Fig. 8a). We also find that the expression of the set of putative RFX target genes derived from our combined microarray and RNA-seq data sets is highly enriched in HCs as measured by these two independent studies (Supplementary Fig. 8b,c).

### RFX targets identified by ChIP-seq are elevated in HCs

To validate and further identify which of the candidate target genes are bound *in vivo* by RFX, we analysed a chromatin-immunoprecipitation sequencing (ChIP-seq) data set performed with antibodies for RFX1 and RFX3 in the mouse Min6 cell line^32^. In this data set, RFX1 and RFX3 were found to bind the promoters of 2,540 and 3,575 genes, respectively, with a highly significant overlap (Supplementary Fig. 9a). We found that as a group, the expression of ChIP-seq-identified RFX target genes was significantly elevated in HCs compared with their expression in ENHCs and NECs (Fig. 2d; Supplementary Fig. 9b). This result further supports the computational prediction of a role for RFX in regulation of gene expression in HCs. Moreover, intersection between the computationally predicted RFX targets in HCs and the ChIP-seq data confirmed 142 of the 225 candidate promoters as bound *in vivo* by at least 1 of the probed RFX TFs and 130 of these promoters were bound by both RFX1 and RFX3, indicating a high degree of overlap in DNA binding between RFX members in the HCs (Supplementary Data 5).

### The role of RFX in HCs is evolutionarily conserved

We extended our analysis to another species, to determine whether the role of RFX in regulating the HC transcriptome is evolutionarily conserved, and utilized the *ppv3b:GFP* transgenic zebrafish, which express GFP predominantly in HCs^33^ (Fig. 3a,b). We sorted GFP-positive (+) and negative (−) cells from 5-day post fertilization (dpf) larvae using flow cytometry (Fig. 3c) and profiled their transcriptomes using RNA-seq (Supplementary Data 6). 

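The zebrafish data set holds 1 library from GFP(+) cells and 1 library from GFP(−) cells, both from larvae at 5 dpf. In the ppv3b:GFP line, GFP is expressed predominantly, but by the paper's wording not only, in HCs. The paper shows it in HCs of the inner ear and of the neuromasts, which are small sensory organs in the skin of the fish. The GFP(−) library therefore stands mainly for the other cells of the larva that came through dissociation and sorting. Libraries were made from total RNA with the TruSeq kit and without pre-amplification, and were sequenced as paired reads. The authors aligned the reads to the Zv9 genome with TopHat and counted them on Ensembl genes with HTSeq. The deposited values are these read counts after quantile normalization and with a floor of 20, so they are a normalized signal and not counts. Values are given for 17668 genes by Ensembl identifier. Quantile normalization gives both libraries the same set of values, from 20 to 978726 with a median of 186, and the values sum to 19035170.5 in each library. The sequencing depth of each library can no longer be read from them and is unknown here. Expression was compared as the ratio of the GFP(+) value to the GFP(−) value of each gene, without a pseudocount. With 1 library per population, no difference has a replicate check, and no p-value was computed across genes. Gene lists are described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. Names came from a table of Ensembl identifiers, which matched 14593 genes, and from the symbols deposited with the values, which raised the number of named genes to 15563. Genome coordinates were not used here.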

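The 11 HC genes shown in Fig. 3d matched 17 zebrafish genes, of which 16 were at least 3-fold higher in GFP(+) cells. Of the 17, gfi1aa and 1 MYO7A gene were assigned only through the shortened Supplementary Data 6, which holds only genes with high ratios. Without these 2, an alternative chosen after seeing the data, 14 of 15 zebrafish genes were at least 3-fold higher, and 10 of the 11 HC genes had such an orthologue. The smallest rise among the 16 was that of LHX3 (ENSDARG00000003803), which was 3.48-fold higher, with 148.0 normalized reads in GFP(+) cells and 42.5 in GFP(−) cells. ATOH1 (ENSDARG00000055294) was at the floor of 20 in GFP(−) cells and at 170.5 in GFP(+) cells, and was thus at least 8.53-fold higher. TMC1 (ENSDARG00000056386) was 8.98-fold higher and pjvk (ENSDARG00000079945), deposited under the symbol DFNB59, was 14.0-fold higher, with 193.0 and 294.5 normalized reads in GFP(+) cells. The pair of TMC2 genes rose 29.9-fold (ENSDARG00000030311) and 23.1-fold (ENSDARG00000033104). The GFI1 orthologues rose 33.3-fold (gfi1aa, ENSDARG00000020746, assigned to GFI1 in Supplementary Data 6) and 20.9-fold (ENSDARG00000044457). STRC (ENSDARG00000078845) was 19.8-fold higher. MYO15A (ENSDARG00000078474) was 32.9-fold higher and its co-orthologue myo15aa (ENSDARG00000075292) had a log2 ratio of 2.35. With their values summed, the rise was 12.8-fold. The pair of OTOF genes rose 28.6-fold (ENSDARG00000020581) and 10.6-fold (ENSDARG00000030832). The orthologues of Ocm were pvalb9 (ENSDARG00000071601) and pvalb8 (ENSDARG00000037790), matched through the synonyms ocmb and ocma. The larger of their rises was that of pvalb9, 37.9-fold, from 481.5 to 18272.5 normalized reads. A further synonym of pvalb9 is pvalb3b. If pvalb9 is the parvalbumin gene of the ppv3b:GFP transgene, its rise follows in part from the sort on GFP. It is then no independent sign that the sorted cells are HCs. pvalb8 reached 45625 normalized reads in GFP(+) cells and was 22.5-fold higher. The MYO7A orthologues differed from each other. ENSDARG00000061937, named MYO7A in Supplementary Data 6, was 5.97-fold higher, whereas ENSDARG00000044632, named MYO7A in the table of identifiers, was 1.23-fold lower in GFP(+) cells, at 69.0 against 84.5 normalized reads. When a pseudocount of 100 was added to both values, 8 of the 11 genes of Fig. 3d still had an orthologue at least 3-fold higher, the lowest number among the alternatives tried.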

We observed a 3- to 37-fold enrichment for known HC-enriched transcripts in the GFP(+) cells, confirming their identity as HCs (Fig. 3d). Consistent with an evolutionarily conserved role for RFX in regulating the HC transcriptome, expression of the zebrafish orthologues of the 225 putative RFX target genes identified in mouse was significantly elevated in the zebrafish GFP(+) cells (Fig. 3e). Conversely, zebrafish orthologues of mouse inner ear vascular endothelial- or neuronal-enriched transcripts were not elevated in the zebrafish GFP(+) cells, validating the specificity of our result (Supplementary Fig. 10a,c).

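Of the 225 putative RFX targets of Supplementary Data 5, 128 were matched to 148 zebrafish genes by symbol or synonym, and 97 had no match by name and were not analysed here. The median log2 ratio of the 148 orthologues was 0.62, with quartiles of 0.02 and 1.71. The median of the other 17520 genes was −0.12. None of the 10000 random lists reached the median of the orthologues, and 95% of the random lists had a median between −0.44 and 0.27. The targets were chosen among genes elevated in mouse HCs, whereas the random lists were matched on expression alone. The orthologues of HC markers, with a median of 0.82, also lay above each of their random lists. The comparison therefore cannot separate regulation by RFX from HC enrichment shared by mouse and zebrafish. Expression was higher in GFP(+) cells for 112 of the orthologues and lower for 36. It was at least 3-fold higher for 39 of them. By the deposited values it was at least 3-fold lower for 7, of which 5 had a GFP(+) value of 48 or less, and with such values set to 48, an alternative chosen after seeing the data, it was so for 4. A pseudocount of 100 moved the median most among the alternatives, to 0.37. The 5 orthologues with the highest ratios were cabp2b (ENSDARG00000052277, log2 ratio 4.97), the OTOF gene ENSDARG00000020581 (4.84), ESPNL (ENSDARG00000078211, 4.16), KNCN (ENSDARG00000095506) and TEKT3 (ENSDARG00000045038, 4.12). KNCN was at the floor in GFP(−) cells, so that it was at least 17.6-fold higher. By the deposited values, the lowest were wipf1b (ENSDARG00000071084), GAS7 (ENSDARG00000088969), CDHR1 (ENSDARG00000044447), LHFPL4 (ENSDARG00000078998) and DDIT4 (ENSDARG00000037618). DDIT4 had a log2 ratio of −1.91, and the GFP(+) values of the other 4 were 48 or less, a range in which the deposited values were fixed at 20 or followed the GFP(−) values. Set against a value of 48, wipf1b was at least 14.0-fold lower, GAS7 2.93-fold, CDHR1 2.51-fold and LHFPL4 1.79-fold. Among the targets named elsewhere in the study, USH1C (ENSDARG00000051876) was 6.27-fold higher in GFP(+) cells and tmie (ENSDARG00000069423), at the floor in GFP(−) cells, at least 5.5-fold higher. WDPCP (ENSDARG00000074590) and IFT88 (ENSDARG00000027234) were 1.73-fold and 1.34-fold higher. Lrrc51 had no match by name. The paper proposes an evolutionarily conserved part for RFX in HC gene expression. It draws on the elevated expression of its own set of orthologues in GFP(+) cells. Its other evidence is the RFX motif in human and zebrafish promoters and an independent zebrafish data set, which were not analysed here.

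**Figure D1:**
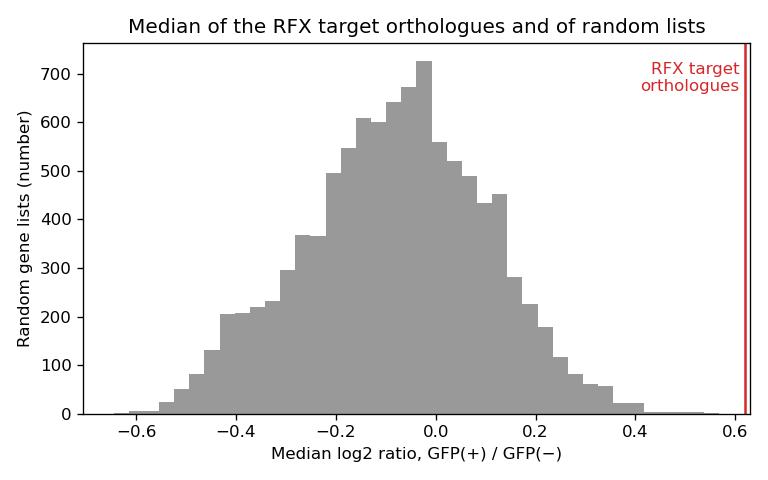
Medians of the log2 ratio of GFP(+) to GFP(−) expression. The bars count 10000 random gene lists matched on mean expression by their median (x axis, log2 ratio; y axis, number of lists), and the vertical line marks the median of the 148 RFX target orthologues, 0.62, to the right of every random list.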

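The gene lists of Supplementary Fig. 10a,c were not used here, and fixed lists of zebrafish endothelial and neuronal markers were used in their place. Of 27 endothelial symbols, 20 matched 20 genes. Their median log2 ratio was −2.00, below each of the 10000 random lists, and 19 of the 20 genes were lower in GFP(+) cells. The exception was SOX7 (ENSDARG00000030125), which was 9.48-fold higher, with 2605.5 normalized reads in GFP(+) cells and 275.0 in GFP(−) cells. FLI1 (ENSDARG00000054632) was 13.4-fold lower, and stab1 (ENSDARG00000076484) fell from 1040.5 to 102.5 normalized reads. Of 34 neuronal symbols, 28 matched 27 genes. Their median log2 ratio was −2.49, again below each of the random lists, with 25 genes lower and 2 higher in GFP(+) cells. ELAVL3 (ENSDARG00000014420) fell from 1669.5 to 107.5 normalized reads, a 15.5-fold difference. The GFP(+) values of 10 of the endothelial and 12 of the neuronal genes were 48 or less, where they are not measurements of their own. With such values set to 48, an alternative chosen after seeing the data, the medians were −1.81 for the endothelial and −2.49 for the neuronal genes.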

As a means of independent corroboration, we analysed a published data set of zebrafish HCs compared with SC gene expression, generated from 5 dpf *alpl:mCherry;pou4f3:GFP* larvae^34^. Again, the RFX motif was the only statistically over-represented signature detected in the promoters of genes with enriched expression in zebrafish HCs (Supplementary Fig. 10d). In this data set too, expression of the zebrafish orthologues of our 225 putative RFX targets was significantly elevated in HCs (Fig. 3f).

### RFX transcription factors are essential for hearing

To determine whether RFX are necessary for hearing, we first queried our RNA-seq data and found that *Rfx3* is enriched in HCs and the most abundant RFX transcript in the inner ear (Supplementary Data 2). In addition, immunostaining detected a robust nuclear expression of RFX3 in all HCs of the auditory and vestibular systems along with much weaker expression in ENHCs (Fig. 4, Supplementary Fig. 11). Therefore, RFX3 is likely to be an important TF-regulating HC development. To determine the role of RFX proteins in HCs, we generated conditional knockout (cKO) mice. First, we used the *Gfi1-Cre* mice to delete *Rfx3* from all inner ear HCs. Hearing measurements of 3-month-old *Rfx3* cKO revealed normal thresholds which could, however, represent functional redundancy with other RFX family members (Fig. 5). We next examined which additional RFX family members are expressed in HCs and detected expression of *Rfx1*, *Rfx2*, *Rfx5* and *Rfx7*. We generated cKO for *Rfx1* (Supplementary Fig. 12), because RFX1 and RFX3 share conserved structural domains^35^, show a high degree of overlap in their DNA binding to candidate genes, and form heterodimers in many cell types^36^,^37^. As with *Rfx3* cKO, we observed normal hearing in the *Rfx1* cKO (Fig. 5). However, remarkably, the *Rfx1/3* double cKO mice suffered from rapidly progressive hearing loss with significantly elevated hearing thresholds already at P22 progressing to no measurable hearing by 3 months of age (Fig. 5).

### Rapid OHC loss in *Rfx1/3* cKO mice

To determine the cause of the hearing loss in the *Rfx1/3* double cKO mice, we performed whole mount phalloidin staining and Scanning Electron Microscopy (SEM). In the mutant mice, the sensory epithelium appeared normal at P12 throughout the length of the cochlear duct, with no significant loss of HCs (Fig. 6a). In contrast to P12, there was a widespread loss of outer but not inner HCs by P15, consistent with the elevated hearing thresholds at P22 (Fig. 5a). In addition, in contrast to wild-type inner HCs (IHCs), *Rfx1/3* cKO IHCs had retained kinocilia at P15 (Fig. 6b), suggesting that RFX1/3 are involved in normal retraction of this organelle in the late development, at least in IHCs. By P90, we observed near complete loss of all OHCs throughout the length of the cochlear duct and progressive IHC degeneration associated with sporadic fusion of stereocilia on some of the remaining IHC stereociliary bundles (Fig. 6c).

To further clarify the mechanism of the loss of OHCs, we analysed the expression of select cell death markers by western blot analysis. We detected a decrease in the expression of BCL2 (pro-survival factor), along with an increase in caspase-3 and BAX (pro-apoptotic factors), in the P12 and P15 mutant cochlea compared with P15 controls (Fig. 6d, Supplementary Fig. 13). Thus, despite the intact appearance of the sensory epithelium, cell death has already initiated at P12, leading to a rapid and diffuse loss of OHCs by P15. These data indicate that a lack of RFX expression leads to programmed cell death in the OHCs.

### Early differentiation of OHCs in *Rfx1/3* cKO mice is normal

As we observed an accelerated degeneration of HCs at P15, we next performed structural and functional studies to examine the HCs in the earlier postnatal period. We first evaluated the HC polarity using confocal microscopy, because the RFX TFs are associated with ciliogenesis^17^. Abnormalities of ciliogenesis in the inner ear usually result in the disruption of planar cell polarity^38^. We found that *Rfx1/3* cKO stereocilia bundles were properly polarized throughout the length of the cochlear duct (Fig. 7). We further evaluated the structure of the hair bundles using SEM and found that *Rfx1/3* cKO HCs at P8 have well-formed bundles, including intact primary cilia (kinocilia), stereocilia, tip-links and inter-stereociliary links (Fig. 8a,c). To determine whether OHCs express markers associated with functional maturation in the first postnatal week, we stained cochleae for the OHC-specific molecular motor prestin^19^, and found an identical expression of prestin in the mutant and wild-type mice (Fig. 8d). Finally, consistent with functional mechanotransduction^39^, the newborn HCs of the *Rfx1/3* cKO exhibited intact uptake of FM1-43 (Fig. 8e). These data demonstrate that early development and maturation of HCs is not affected in the *Rfx1/3* cKO, and identify a critical role for RFX1/3 proteins in regulating the survival of the post-natal terminally differentiating OHCs.

## Discussion

In this study, we employed a genomic cell type-specific approach to comprehensively profile the HC transcriptome. Our data revealed numerous HC and ENHC marker genes, common and divergent between the auditory and vestibular systems at P1. We identified and validated 183 HC and ENHC cell type-specific markers, many of which have not been previously described in the ear. Several of these markers include genes encoding regulatory proteins (for example, *Insm1*, *Pou2af1*), ion channels (for example, *Ano4*), kinases (for example, *Fn3k*, *Nek5*) or ubiquitin ligases (for example, *Trim36*). The list also includes numerous genes with a known function in inner ear development. In addition, using an analysis of expression levels of genes encoding for homologues of known deafness-causing genes, we found that differential cell type-specific expression in the ear can be suggestive of functional significance. Taken together, and given the high stringent criteria used to identify these newborn inner ear cell type-specific markers, we anticipate that many of their encoding genes carry critical roles in inner ear development.

Gene expression levels are often not sufficient to identify key regulatory pathways, because numerous transcription factors are expressed in any given cell type, and the level of expression does not necessarily correlate with a functional significance. Using an unbiased reverse-engineering approach for *de novo* identification of transcriptional regulators of gene expression, we identified the family of RFX proteins as evolutionary conserved regulators of the HC transcriptome. Furthermore, analysis of the single cell RNA-seq data in the accompanying study by Burns *et al*.^40^ identifies RFX binding motifs as the most enriched in the set of genes whose expression increases in differentiating HCs, consistent with our results. We also detected the RFX-binding motif as the top scoring over-represented signature in promoters of sets of HC-enriched genes defined by two recently published studies. Taken together, these results point to a central role for RFX TFs in controlling the HC transcriptome.

Based on the role of RFX in ciliogenesis, we anticipated either the loss of kinocilia in the mutant HCs or functional defects associated with ciliogenesis—such as planar cell polarity defects^38^. The normal appearance of the HCs in the young postnatal *Rfx1/3* cKO mice was therefore surprising. In addition, the expression of the 225 predicted RFX target genes in the vestibular HCs at P1 is higher than the expression of these genes in the auditory HCs (Supplementary Fig. 7). Therefore, the normal behavioural vestibular phenotype in *Rfx1/3* cKO mice was also surprising. However, we cannot exclude possible compensatory function of other RFX genes expressed in vestibular HCs, such as *Rfx2*, *Rfx5* or *Rfx7*. The absence of abnormalities of ciliogenesis or planar cell polarity in the mutant mice, coupled with the timing of HC death, only after P12, suggest a novel role for RFX TFs in hearing, independent of ciliogenesis. The exact mechanism of OHC degeneration in *Rfx1/3* cKO mice is yet unclear, but the loss of outer but not inner HCs could result from the well-known greater susceptibility OHCs to cochlear insults or from compensatory effects of other *Rfx* genes. In addition, differential requirement of TF for HC survival has been previously described; For example, while *Barhl1* is expressed in both auditory and vestibular HCs, it is only required for the survival of cochlear HCs^41^. Likewise, while *Gfi1* is expressed in all cochlear HCs, OHCs show a greater dependence on its expression compared with IHCs^7^,^42^.

Our data show that *Rfx1/3* are necessary for OHC survival at the latest stages of their development. In the absence of *Rfx1/3*, OHCs undergo very fast programmed cell death. The timing of the OHC death in the *Rfx1/3* cKO mice coincides with two critical processes both related to RFX biology. First, the kinocilia, which are normally resorbed in wild-type HCs during this period, are retained in the mutant mice. This suggests a largely unappreciated but possible link between normal recess of kinocilia and HC survival. Second, the endocochlear potential is also developed exactly at this developmental stage^43^. The appearance of endocochlear potential should dramatically increase the resting current through the mechanotransduction channels, Ca^2+^ influx in the HCs through these channels and associated metabolic stress in the OHCs^44^. Metabolic stress after noise exposure has been shown to result in DNA damage^45^. Interestingly, RFXs have a known role in cellular homeostasis through regulation of DNA integrity^46^,^47^. Therefore, it is possible that RFX may regulate HC survival also through maintenance of DNA integrity.

Perhaps the most significant contribution of this study is in the identification of RFX as a new family of TFs with a role in regulating the HC transcriptomes. Previously described transcription factors important for HC differentiation such as ATOH1 (ref. 5), POU4F3 (refs 8, 42, 48) and GFI1 (refs 7, 42) are necessary for early (embryonic) HC differentiation and survival, while RFX1/3 are crucial for the latest stage of HC development. In *Drosophila*, rfx is directly regulated by atonal (the Atoh1 homologue), and in conjunction with a forkhead transcription factor, fd3F, regulates the differentiation of the chordotonal (mechanosensory) neurons involved in hearing in Drosophila^49^,^50^. In mouse, the closest orthologue to fd3F is *Foxj1*, which is also expressed in the auditory and vestibular HCs (Supplementary Data 2), and could be required together with RFX to regulate the maturation of HCs. Interestingly, a recent manuscript by Costa *et al*.^9^ showed that forced expression of ATOH1, POU4F3 and GFI1 in stem cells results in immature HC like-cells, which specifically lack the expression of the orthologues of some of the target genes of fd3F, consistent with our hypothesis that the RFX pathway is necessary for HC terminal differentiation. Future studies will explore the RFX-specific transcriptional cascade in the developing HCs and determine whether this family of TF can be applied for regenerative treatments for hearing loss.

## Methods

### Animals

Wild-type ICR mice were obtained as time-mated animals from Charles River Laboratories (Maryland). The *Atoh1/nGFP* mice^51^ were kindly provided by J. Johnson and maintained by intercrossing the transgenic mice. Zebrafish stocks were maintained at 28.5 °C. Embryos were generated from natural matings of *ppv3b:GFP* adult zebrafish (kindly received from B. McDermott, Case Western Reserve University). Embryos were cultured in embryo medium^52^ at 28.5 °C until harvesting at 5 dpf. All procedures involving animals were carried out in accordance with the National institutes of Health Guide for the Care and Use of Laboratory Animals and have been approved by the Institutional Animal Care and Use Committee at the University of Maryland, Baltimore (protocol numbers 1112005 and 0313013).

### Generation of conditional KO mice

Generation of *Rfx3*^*flox/flox*^ mice is described in Bonnafe *et al*.^53^. *Rfx1*^*flox/flox*^ were generated as follows: the targeting vector contained two loxP sites (P) inserted into the introns flanking exon 10 of the *Rfx1* gene, and an frt (F) flanked neomycin resistance (pgk-neo-pA) cassette in the intron downstream of exon 10 (Supplementary Fig. 12). Exon 10 contains an essential portion of the *Rfx1* DNA-binding domain. The linearized targeting vector was transfected into embryonic stem (ES) cells by electroporation and G418-resistant clones were selected. Screening for homologous recombination was done by PCR using an internal primer and a primer situated upstream of the 5′ end of the targeting construct. Positive clones were confirmed by Southern blot analysis using 5′, 3′ and internal probes. The neo resistance gene was excised in recombinant ES cell clones by transfection with the pCAGGS-Flpe vector and selection with puromycin. Clones were isolated and screened for G418 sensitivity. Excision of the neo resistance gene was controlled by Southern blot analysis with an internal probe. Information on primers, restriction sites and probes will be made available on request. Correctly targeted ES cell clones were injected into C57BL/6J blastocysts and implanted into recipient females. Germ line transmission of the recombinant *Rfx1* allele was confirmed by PCR and Southern blotting. Conditional deletion of exon 10 was achieved by breeding in a *Gfi1-Cre* transgene. After deletion of exon 10, splicing of exon 9 to exon 11 leads to a frame shift. For generation of mice with a conditional deletion of *Rfx1* or *Rfx3*, *Rfx1*^*flox/flox*^ and *Rfx3*^*flox/flox*^ mice were crossed with *Gfi1-Cre* knock-in mice^54^. The *Gfi1-Cre* mice express Cre-recombinase in the majority (>90%) of the inner ear HCs. For the generation of a mouse line homozygous for both *Rfx1*^*flox/flox*^ and *Rfx3*^*flox/flox*^ recombinant alleles, *Rfx1*^*flox/flox*^ and *Rfx3*^*flox/flox*^ mice were crossed and the progeny were intercrossed. For the generation of mice with a conditional deletion of *Rfx1* and *Rfx3* in HCs of the inner ear, *Rfx1*^*flox/flox*^*;Rfx3*^*flox/flox*^ mice were crossed with *Gfi1-Cre* knock-in mice and the progeny were intercrossed until obtaining *Rfx1*^*flox/flox*^*;Rfx3*^*flox/flox*^*;Gfi1*^*Cre/+*^ mice.

### Genotyping

Genotyping was performed by PCR on genomic DNA extracted from tail tips using the Extract-N-Amp Tissue PCR Kit (Sigma-Aldrich) following the manufacturer’s instructions. Primer sequences were as follows: genotyping of *Rfx1* mice forward (Fwd) (5′-GCAGGTGGCTAGTAGCAAGT-3′) and reverse (Rev) (5′-AGAGCTGAGCAAGGGAGTTA-3′). PCR amplification results in the following band sizes: wild type 709 bp, floxed allele 817 bp, excised allele 500 bp; Genotyping of the *Rfx3* mice: Fwd (5′-GTCATGCTGGAAAATTTGAAG-3′) and Rev (5′-AGTTGGCTTCTAACTTCTATG-3′). PCR amplification results in the following band sizes: wild type 592 bp, floxed allele 800 bp, excised allele 300 bp; Genotyping of the *Gfi1* mice: Fwd (5′-GGGATAACGGACCAGTTG-3′), Rev-WT (5′-CCGAGGGGCGTTAGGATA-3′) and Rev-Cre (5′-GCCCAAATGTTGCTGGATAGT-3′). PCR amplification results in the following band sizes: wild type 609 bp, Cre allele 672 bp^54^.

### Cell separation by flow cytometry

Newborn (P1) *Atoh1/nGFP* mice were used to separate the inner ear cells to HCs, ENHCs and NECs. Inner ears from four to eight mice were used for each biological replicate. Tissue harvesting and processing of mouse inner ears for flow cytometry was performed as previously described without modifications^10^. The auditory sensory epithelia and vestibular tissues were collected in 48-well plates containing 0.5 mg ml^−1^ thermolysin (Sigma) and incubated for 20 min in a 37 °C/5%CO2 humidified tissue culture incubator to allow partial digestion of the extracellular matrix. The thermolysin was then aspirated, replaced with Accutase enzyme cell detachment medium (eBioscience) and tissues were incubated for 3 min in a tissue culture incubator followed by mechanical disruption using a 23G blunt ended needle connected to a 1 ml syringe. The 3-min incubation and mechanical disruption were performed twice. The reaction was stopped by adding an equal volume of IMDM supplemented with 10% heat-inactivated foetal bovine serum (FBS). After confirming cellular dissociation by direct visualization using an inverted tissue culture microscope, cells were passed through a 40-μm cell strainer (BD) to remove cell clumps. Following dissociation, we stained the cells with CD326-APC (1:2,000, Biolegend) diluted in IMDM-10% FBS for 30 min on ice. CD326 is a marker for the epithelial cells in the inner ear^10^. Cells that were positive both for GFP and CD326 are HCs, positive for CD326 and negative for GFP are ENHCs, and negative both for GFP and CD326 are NECs. Of note, possible minor expression of GFP in neuronal cells^55^ was eliminated from the sorted cells by restricting HCs to cells that are both GFP and CD326 positive. Pillar cell expression of GFP was not strongly visualized in our prep as demonstrated in Fig. 1a. For cell separation from *ppv3b:GFP z*ebrafish, embryos were dissociated as follows (previously reported^56^): Five dpf larvae were dissociated by incubation in trypsin (Trypsin-EDTA 0.25%, Life Technologies) for 30 min with intermittent mechanical disruption by trituration. The reaction was stopped by adding HBSS supplemented with 10% FBS and 100 μg ml^−1^ DNaseI. Cells were filtered through a 70-μm cell strainer (BD Biosciences), centrifuged at 800*g* for 7 min at 4 °C and resuspended in HBSS supplemented with 10% serum. Following each sort, a small aliquot of cells was re-analysed to determine cell purity. All cell sorting experiments were performed using a Beckman Coulter MoFlo XDB flow cytometer and cell sorter (Beckman Coulter Genomics, Danvers, MA, USA) or BD FACSARIA Cell Sorter (BD Biosciences) at the University of Maryland School of Medicine Greenebaum Cancer Center Flow Cytometry Shared Services.

### RNA extraction

For the samples processed by RNA-seq, TRIzol LS Reagent (Life Technologies) was added to the sorted cells (3 vol of reagent per 1 vol of sample) immediately following sorting after the completion of the post sort analysis. Total RNA was extracted from sorted cells using the Direct-zol RNA MiniPrep kit (Zymo Research). RNA integrity was evaluated with a RNA Pico Chip on a 2100 Bioanalyser (Agilent). For the samples processed by microarrays, RNA was extracted using the RNeasy Plus Micro Kit (Qiagen). All samples used for gene expression analysis had a RNA integrity score >8.5.

### Gene expression profiling and analysis

*Microarrays data analysis*. Expression profiles were recorded from six cellular populations (three cell-types: HCs, ENHCs and NECs, isolated from two inner ear organs: the cochlea and the vestibular system). These six conditions were probed in biologically independent triplicates using Illumina MouseRef-6 v2.0 Expression BeadChips (Illumina, San Diego, CA, USA). These arrays contain >45,000 probes which collectively interrogate all RefSeq annotated mouse genes (>26,000 genes) and ∼7,000 RefSeq predicted genes. Expression levels were calculated using Illumina's Bead-Studio package. Probes not readily detected in the data set were filtered out using detection *P* values assigned by Bead-Studio to each measurement and requiring that each probe be detected (*P* value<0.01) in at least two samples. This criterion left 23,051 probes, corresponding to 17,275 annotated and predicted genes for subsequent analyses. Arrays were then normalized using quantile normalization. Hierarchical clustering, using average-linkage method, was applied to assess overall similarity between the different conditions. Differentially expressed genes in the data set were identified using two-way analysis of variance (ANOVA) analysis. 6,556 probes were significantly (false discovery rate <5%) associated with either factor (cell-type or organ) or showed significant interaction between these two factors (that is, different cell-type expression patterns between the two organs). Main expression patterns exhibited by the set of differentially expressed probes were delineated by cluster analysis using the CLICK algorithm implemented in the EXPANDER package^57^. Prior to clustering, expression levels of each probe were standardized to mean=0 and s.d.=1. To define cell type-specific marker genes, we first examined the microarray data set for cutoff values that correspond with ‘expression’ compared with ‘no-expression’ of probes, and observed that that all probes flagged as not expressed (that is, detection *P* value>0.05) had expression levels <120 (a.u.), while all the probes flagged as expressed (detection *P* value<0.01) had expression levels >125. We next set the following stringent criterion—for a gene to be identified as a ‘marker gene’ it must be expressed at a value >250 in the cell type of interest and with a value of <120 in all other samples.

*RNA-seq*. To generate the mouse HC versus ENHC libraries, 5–20 ng of total RNA were used as input for the NuGEN Ovation RNA-seq V2 System. Amplifications yield 4–5 μg SPIA complementary DNA (cDNA). About 100 ng of fragmented cDNA was used as an input for the Ovation Ultralow Library System. For the zebrafish RNA-seq, 70 ng of total RNA was used as starting material without the need for pre-amplification. Specifically, Illumina RNAseq libraries were prepared with the TruSeq RNA Sample Prep kit (Illumina) per manufacturer’s protocol. Adapters containing 6-nt indexes were ligated to the double-stranded cDNA. The DNA was purified between enzymatic reactions and the size selection of the library was performed with AMPure XP beads (Beckman Coulter Genomics). Libraries were pooled, and each received 0.25 a lane of sequencing on an Illumina HiSeq 2500 with a paired-end 100 base configuration. Library construction and sequencing were performed at the Institute for Genome Sciences of the University of Maryland, School of Medicine (IGS).

*RNA-seq data analysis*. Sequenced reads were aligned to the mouse and zebrafish genomes (mm9 and Zv9) using TopHat^58^. Based on profiles of base-calls quality, the reads in the mouse data set were trimmed and only the first 50 nt were used for the alignment. Gene expression levels (read counts) were calculated using HTseq^59^ based on ENSEMBL gene annotations^60^. The mouse and zebrafish data sets were then normalized using quantile normalization and then a floor value of 20 reads was set (to avoid inflation of fold-change estimates due to division by low counts). 

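In the deposited zebrafish values, 598 genes stood at the floor of 20 in GFP(−) cells and 598 in GFP(+) cells, and no gene stood there in both. The larger of a gene's pair of values was never below 30. Genes at 20 in GFP(−) cells had at least 82 normalized reads in GFP(+) cells, whereas genes at 20 in GFP(+) cells had as few as 30 in GFP(−) cells. GFP(+) values from 20 to 48 were held by 3329 genes, 18.8% of the data set. Of these, 527 had a gene symbol in the deposited table, and all 527 were at exactly 20. Of the genes without a deposited symbol, 71 were at 20, and the other 2731 lay on 1 rising curve, along which the GFP(+) value never fell as the GFP(−) value rose. In this range, the ratio of a gene followed from its GFP(−) value and from whether it had a deposited symbol.

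**Figure D2:**
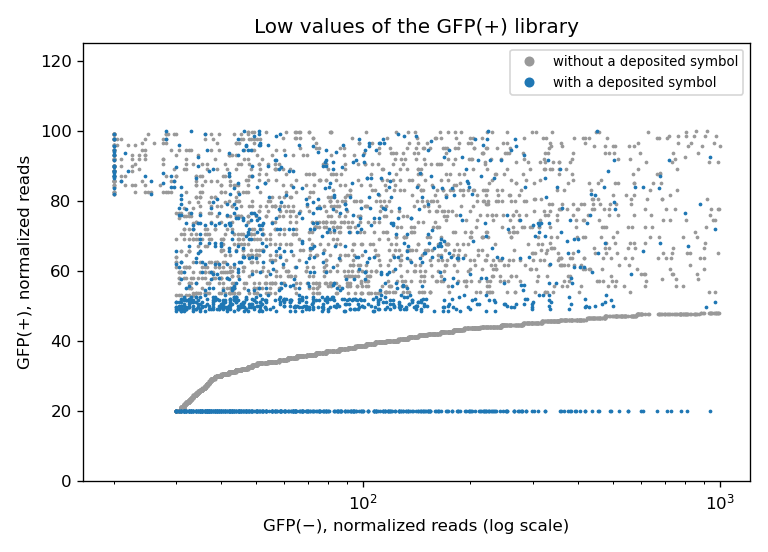
GFP(+) values of up to 100 normalized reads (y axis) against GFP(−) values of up to 1000 (x axis, log scale), 1 point per gene. Genes with a deposited symbol (blue) sit at 20 or above 48, and genes without one (grey) follow a single rising curve between 20 and 48.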

In the mouse and zebrafish data sets, 12,814 and 17,668 genes were detected as expressed, respectively.

*GO analysis*. Enriched Gene Ontology (GO) categories in the clusters were detected by DAVID^61^ using the set of all genes expressed in the data set as the background set.

*Analysis of cis-regulatory motifs*. Over-represented sequence motifs in promoters were searched using AMADEUS^62^. The set of promoters of all genes detected as expressed in each analysed data set was used as the background set. The promoter regions examined spanned from 1,000 nt upstream to 500 nt downstream the TSS. Mouse, human and zebrafish orthologous genes were mapped using ENSMART utility^60^. In all tests of HC-elevated genes, the top scoring motif matched the known binding signature of RFX TFs. The location distribution of this motif consistently showed a very sharp peak at the TSS (Supplementary Fig. 6b), indicating that RFX commonly regulates the expression of its target genes by binding to their very proximal promoter region. Accordingly, the enrichment was most statistically significant when the search was narrowed to the interval between 200 nt upstream and 100 nt downstream of the TSSs. The results reported correspond to this interval.

*Deafness-related loci*. A list of cloned human deafness-related genes and deafness loci for which the underlying gene was not cloned yet was compiled from the Hereditary Hearing loss Homepage^63^. Human genes located within deafness loci were extracted using a Perl script. Mouse homologues of these genes were found using NCBI's HomoloGene^64^.

### ChIP-seq

ChIP was performed as previously described^65^: MIN6 beta cells were crosslinked with 1% formaldehyde for 10 min at room temperature. The reaction was stopped by adding of glycine to 0.125 M followed by cold PBS washes. Cells were lysed in TE buffer supplemented with protease inhibitors and 0.5% NP-40. Following centrifugation, the nuclei were lysed in TE supplemented with 0.5 M NaCl, 1% Triton X-100, 0.5% sodium deoxycholate and 0.5% sarcosyl. Crosslinked chromatin was resuspended in TE plus 100 mM NaCl, sheared by sonication and cleared by two cycles of centrifugation at 15,000*g* for 15 min. About 10 μg of the resulting sheared chromatin was diluted 10-fold with IP buffer (20 mM Tris-HCl, pH 8.0, 200 mM NaCl, 2 mM EDTA, 1 mM phenyl-methyl-sulfonyl-fluoride, 0.1% sodium deoxycholate, 0.1% SDS) containing 50 μg ml^−1^ salmon sperm DNA, 100 μg ml^−1^ Escherichia coli tRNA and 1 mg ml^−1^ bovine serum albumin. Diluted chromatin was then incubated at room temperature with protein A-Sepharose beads, polyclonal anti-RFX1 and anti-RFX3 sera^37^. Beads were washed twice with IP buffer, twice with IP buffer containing 500 mM NaCl, twice with 20 mM Tris-HCl, pH 8.0, 0.25 M LiCl, 2 mM EDTA, 0.5% NP-40, 0.5% sodium deoxycholate and once with TE containing 0.1% NP-40. Chromatin fragments bound to the beads were eluted by incubation in 100 mM Tris-HCl, pH 8.0, 1% SDS for 10 min at 65 °C. Eluted chromatin was digested for 1 h at 37 °C with 400 mM NaCl, 200 μg ml^−1^ proteinase K, followed by incubation at 65 °C overnight to reverse the crosslinks. DNA was extracted with phenol-chloroform, resuspended in TE and quantified with a Qubit Fluorometer from Invitrogen. To generate the ChIP-sequencing library, 10 ng of DNA were used as input for the ChIP-seq Sample Preparation Kit (Illumina). Sequencing was performed with the Genome Analyser II (Illumina) using the 36 Cycle Sequencing Kit v2. Sequences were derived from a single channel of the flow cell. Data were processed using the Illumina Pipeline Software package v1.0.

### Immunohistochemistry on paraffin sections

Immunohistochemistry reactions were performed on 5-μm sections of paraffin-embedded inner ears from P1 wild-type ICR mice. Sections were deparaffinized with xylene and rehydrated with a decreasing ethanol gradient, followed by antigen retrieval with sodium citrate buffer (pH6). Sections were blocked with PBS supplemented with 0.2% Tween-20, 10% normal goat serum and 1% bovine serum albumin for 30 min at room temperature before incubation with rabbit polyclonal anti-RFX3 (HPA035689, Sigma-Aldrich, 1:200) overnight at 4 °C. Antibody labelling was performed with a biotin-conjugated anti-rabbit IgG (1:500, Life Technologies) and detection with Alexa Fluor 594-conjugated streptavidin (1:500, Life Technologies) for 1 h at room temperature. The nuclei were counterstained with 300 nM of DAPI (Life Technologies). Samples were then mounted in anti-fade medium (ProLong Gold antifade reagent, Life Technologies). Images were acquired with a Nikon Eclipse E800 coupled with a Qimaging Retiga EXi Fast1394 and analysed with the Volocity Image Analysis Software (Perkin Elmer).

### Immunohistochemistry on whole mounted samples

Sensory epithelia from cochlear and vestibular systems were dissected from mice at the ages specified in the figure legends. Tissues were permeabilized in PBS-0.5% tween20, blocked in M.O.M. Mouse Ig Blocking Reagent (Vector Laboratories) for 1 h at room temperature and incubated with mouse monoclonal Anti-Acetylated Tubulin (Sigma) diluted in M.O.M. Diluent at 1:500 overnight at 4 °C or blocked in PBS-0.2% tween20-10% Donkey serum and incubated with a goat anti-Prestin antibody (1:200, SC22692, Santa Cruz Biotechnology). Detection was performed with an Alexa Fluor 546 conjugated anti-mouse IgG (1:500, Life Technologies) or a Alexa Fluor 546 conjugated anti-goat IgG (1:500, Life Technologies) supplemented with Alexa Fluor 488 conjugated Phalloidin (1:500, Life Technologies) and 300 nM of DAPI for 1 h at room temperature. Samples were then mounted in anti-fade medium (ProLong Gold antifade reagent). Images were acquired with a Zeiss LSM 510 confocal microscope. For quantification of planar cell polarity, sensory epithelia from 3-day-old mice were obtained and labelled for acetylated tubulin as described, the orientation of 20 cells from the middle and basal turns of each cochlea (consisting of five HCs from each row) was measured using the ImageJ software (http://imagej.nih.gov/ij/) as follows: a line perpendicular to the row of pillar cells and extending through the HCs was drawn, as well as a line going from the centre of each HC to their kinocilium. The orientation of the bundle is calculated by measuring the angle obtained at the intersection of these two lines. Graphs were plotted using GraphPad Prism and statistical analyses were performed using a one way ANOVA, post test: Tukey’s test.

### FM1-43 staining

Sensory epithelia from cochleae were dissected from P1 and P3 mice and cultured for 24 h on CellTak-treated glass bottom culture dish in DMEM/F12 (Life Technologies) supplemented with 10% FBS and 10 μg ml^−1^ ampicillin. Culture dishes with adherent cochlear explants were rinsed once with HBSS supplemented with 10 mM HEPES pH 7.2 (HHBSS), followed by incubation with 3 μM FM1-43 (Life Technologies) for 10 s, immediately followed by four washes with HHBSS. Images were acquired with a Zeiss LSM 510 confocal microscope.

### Scanning electron microscopy

The temporal bones from 8-, 15-, 22- and 90-day-old mice were dissected in ice-cold Leibowitz L-15. Cochleae were exposed and small holes were made at the apex and the base to allow fixative penetration. Cochleae were fixed in 2.5% glutaraldehyde in 0.1 M cacodylate buffer supplemented with 2 mM CaCl_2_ for 1.5 h at room temperature or at 4 °C overnight. Then, the cochlear partition was dissected in an ice-cold PBS or distilled water. Dissected specimens were dehydrated in a series of ethanol, followed by critical point drying from liquid CO_2_, and sputter coated with platinum (5.0 nm, controlled by a film-thickness monitor) and observed with a field-emission electron column of Helios 660 NanoLab instrument (FEI Co., Hillsboro, OR). Alternatively, a modified osmium–thiocarbohydrazide–osmium procedure was used. Briefly, the fixed and dissected specimens were treated with 1% osmium tetroxide three times with a 30-min water wash and a 20-min incubation in saturated thiocarbohydrazide between each osmium tetroxide treatment. Then, the specimens were dehydrated as described above and imaged with Quanta 200 SEM (FEI).

### Auditory physiology

Auditory brainstem response (ABR) and distortion product otoacoustic emissions (DPOAE) were completed using methods reported previously (full details below)^66^,^67^,^68^,^69^. Mice were anesthetized with a ketamine/xylazine (18:2 mg ml^−1^) solution (5–9 μl g^−1^ body weight). The following genotypes were tested at P22: *Rfx1/3* cKO (*n*=4), wild type (*n*=10); and at P90: *Rfx1* cKO (*n*=3), *Rfx3* cKO (*n*=8), *Rfx1/3* cKO (*n*=10), wild type (*n*=6). All mice in each age group were littermates and consisted of all males and females born in the litter.

*Auditory brainstem response*. Tone burst stimuli at 8, 16 and 32 kHz were presented via high frequency transducers coupled at the ear via polyethylene tubing tubing. Subcutaneous electrodes were placed at the nuchal crest, posterior to the left pinna and at the hip for noninverting, inverting and ground leads. Traditional signal averaging was used where ongoing electroencephalographic activity was amplified (200,000 × ), filtered (300 to 3,000 Hz), digitized (100 kHz) and averaged (256 to 512 averages per waveform). ABR intensity series was collected with a descending series of stimulus levels (5-dB steps) beginning at 110 dB peSPL. ABR thresholds were determined and compared between knockout and controls using ANOVA.

*DPOAE*. DPOAE frequencies (f1, f2, f2/f1 ratio=1.25) at equal levels (L1=L2=60 dBSPL), 150 ms duration, were generated and routed through separate drivers to mix acoustically in the ear canal. Geometric mean ((f1 × f2)^0.5^) frequencies ranged from 6.0 to 48.5 kHz (eight frequencies per octave). Ear canal sound pressure levels were recorded with a calibrated low noise probe microphone. Microphone output was amplified, sampled (200 kHz) and subjected to fast Fourier transform (FFT). The amplitude of f1, f2 and the 2f1–f2 distortion products were measured from the FFT waveform. The noise floor was measured from the amplitudes in the five frequency bins above and below the 2f1–f2 component. The mean DPOAE amplitude across all tested primary frequency pairs was calculated and compared between knockouts and wild-type controls using ANOVA.

### Western blot analysis

Cochlear ducts were dissected from P12 and P15 wild-type and *Rfx1/3* cKO mice and flash frozen in dry ice. Each biological replicate consisted of tissue collected from four ears. Two biological replicates (a total of eight ears) were collected for analysis from each time point and genotype. Cochlear tissues were subjected to lysis in RIPA buffer (Pierce). Total protein was quantified (Bio-Rad) and normalized for protein levels. Proteins were separated by SDS–PAGE electrophoresis using 12% precast Nupage Bis/Tris gels under reducing conditions using MES running buffer (Invitrogen) and transferred onto a nitrocellulose membrane (Amersham Biosciences) using a semidry transfer apparatus (Bio-Rad) and Nupage-MOPS transfer buffer. For immunoblot analysis, membranes were blocked with TBS-Tween containing 5% dry milk and then were incubated with a mouse IgG against human caspase 3 (1:200, Santa Cruz Biotechnology), a mouse IgG against human BAX (1:150, Santa Cruz Biotechnology), a rabbit IgG-HRP against human Actin (1:400, Santa Cruz Biotechnology) and a rabbit IgG against human BCL2 (1:200, Santa Cruz Biotechnology). Bound antibodies were detected by secondary antibodies conjugated to horseradish peroxidase (Santa Cruz Biotechnology). Signal detection was performed by an enhanced chemiluminescence (ECL) detection reagent (Life Technologies). Approximate molecular masses were determined by comparison with the migration of prestained protein standards (Bio-Rad).

## Additional information

**Accession codes:** All gene expression data were deposited in the Gene Expression Omnibus under accession codes GSE64543 for the microarray and RNA-seq data and GSE72272 for the ChIP-seq data.

**How to cite this article:** Elkon, R. *et al*. RFX transcription factors are essential for hearing in mice. *Nat. Commun.* 6:8549 doi: 10.1038/ncomms9549 (2015).

## Supplementary Material

Supplementary Information Supplementary Figures 1-13 and Supplementary References.

Supplementary Data 1 Gene expression profiles in the inner ear measured using microarrays. Expression profiles were recorded from six cellular populations (three cell-types: HCs, ENHCs and NECs, isolated from two inner ear organs: the cochlea and the vestibular system) using independent biological triplicates. This dataset contains quantile-normalized expression levels for microarray probes that were flagged as expressed in at least two samples. Assignment of probes to the gene clusters shown in Figure 1 is indicated in column V.

Supplementary Data 2 Gene expression profiles in the inner ear measured using RNA-seq. Gene expression was recorded in hair-cells (HC) and non-HCs populations. This dataset contains expression levels for genes covered by at least 20 reads. Expression levels were normalized by quantile normalization and a floor value of 20 was set. Assignment of genes to the clusters shown in supplementary Figure 4 is indicated in column K.

Supplementary Data 3 Assignment of the mouse orthologs of known human deafness-causing genes to gene expression clusters.

Supplementary Data 4 Marker genes of inner-ear HCs.

Supplementary Data 5 Putative HC-enriched RFX target genes.

Supplementary Data 6 Gene expression profiles in Zebrafish hair cells. Expression levels measured using RNA-seq in transgenic zebrafish which express GFP predominantly in hair cells. Data were recorded for sorted GFP-positive (+) and negative (−) cells from 5 day post fertilization (dpf) larvae using flow cytometry.

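Supplementary Data 6 lists the normalized expression of each zebrafish gene in GFP(−) and GFP(+) cells, the log2 ratio between them, and the human orthologue where one was assigned. The copy at hand is shortened and holds 1996 genes, against the 17668 genes that the paper gives for the zebrafish data set. It is sorted by ratio, and the lowest log2 ratio in it is 2.19. All 1996 identifiers were found among the deposited values, and no value differed by more than 0.5 normalized reads. Because the copy covers the genes with the highest ratios, it was used here to name single genes and never to test a gene list.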

## Figures and Tables

**Figure 1:**
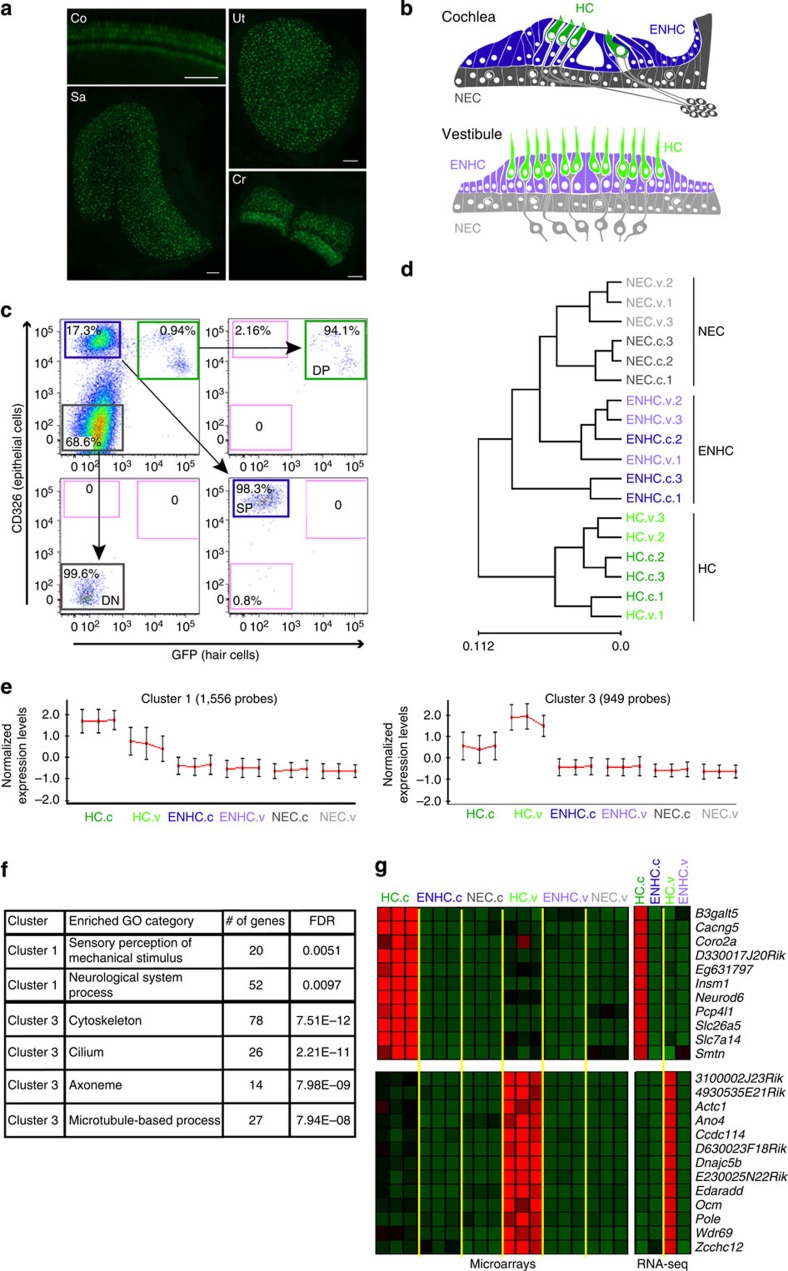
HC transcriptome analysis. (**a**) Representative images from an inner ear of an *Atoh1/nGFP* mouse. All HCs in the auditory and vestibular systems are GFP(+). Co-cochlea; Cr-crista; S-saccule; U-utricle. Scale bar, 50 μm. (**b**) Schematic diagram of cochlear and vestibular sensory epithelia, illustrating the cells designated as HC, ENHC and NECs in each organ. (**c**) Representative image of flow cytometry from cochlear epithelia of newborn *Atoh1/nGFP* mice. Left upper quadrant—pre-sorting figure: HCs are double positive (DP), ENHCs are positive for CD326 (SP), NECs are negative for CD326 and GFP (DN). Post-sort analyses of sorted cells showing a cell type-specific purity >94% for HCs, >99% for NECs and >98% for ENHCs. (**d**) Hierarchical clustering, based on all the expressed genes in the data set, separated the probed samples into three major branches according to cell type: HC, NEC and ENHC (c-cochlea and v-vestibular samples). (**e**) Two major clusters containing genes whose expression is elevated in HCs. Each cluster is represented by the mean pattern of its genes’ expression levels (error bars: ±s.d. calculated over all genes assigned to each cluster). Expression levels of each gene were standardized (mean=0, s.d.=1) prior to clustering. This methodology enabled grouping of genes that share similar patterns, but not necessarily the same magnitude of expression. The entire set of clusters is shown in Supplementary Fig. 2. (**f**) Enriched GO categories with a *P* value <0.01 (hypergeometric test) after false discovery rate correction for multiple testing. (**g**) Marker genes specific for cochlear HCs (top) and vestibular HCs (bottom) as detected in the expression microarray data set (left) and confirmed by the RNA-seq data set (right). Red represents enrichment, Green represents depletion. Data represent results from three biological replicates.

**Figure 2:**
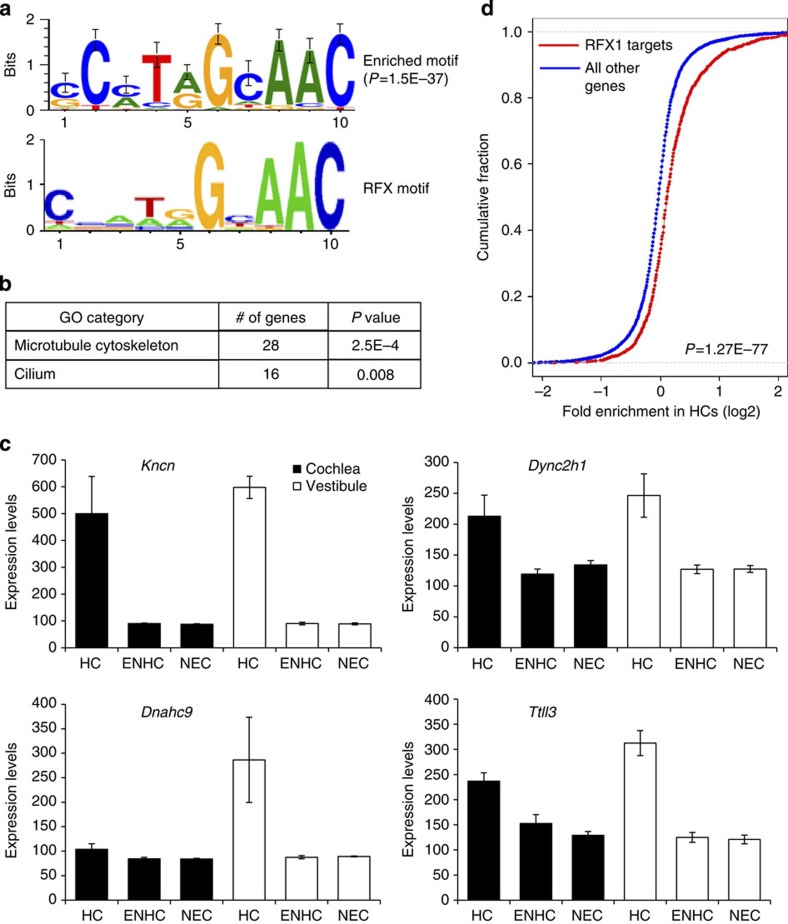
RFX binding signature is enriched in promoters of HC-enriched genes. (**a**) *De-novo* motif analysis revealed that the promoters of genes whose expression is elevated in inner ear HCs are significantly enriched for a DNA motif that matches the binding signature of the RFX family of TFs (the known RFX motif is from TRANSFAC DB^70^; accession number M00281). The enriched motif was detected in promoters of 225 HC-elevated genes (enrichment factor=2.7; *P* value=1.5E−37). (**b**) GO functional categories that were over-represented in the set of 225 putative RFX HC target genes. (**c**) Expression pattern of selected putative RFX targets that function in ciliogenesis (*n*=3; error bars: ±s.d.). (**d**) HC enrichment was defined per gene as the ratio between its expression in HCs and its average expression over the three probed cell types (HC, ENHC and NEC). The plot compares the cumulative distribution of these HC-enrichment measures (in log2 scale; *x*-axis) between the set of all RFX1 targets defined by ChIP-seq analysis (red) and all the other genes in the data set (blue). The distribution for the RFX1 targets is significantly shifted to the right, demonstrating that their expression level as a group is markedly elevated in HCs (*P* value=1.3E−77; Wilcoxon test). See Supplementary Fig. 9b for similar analysis applied to ChIP-Seq targets of RFX3.

**Figure 3:**
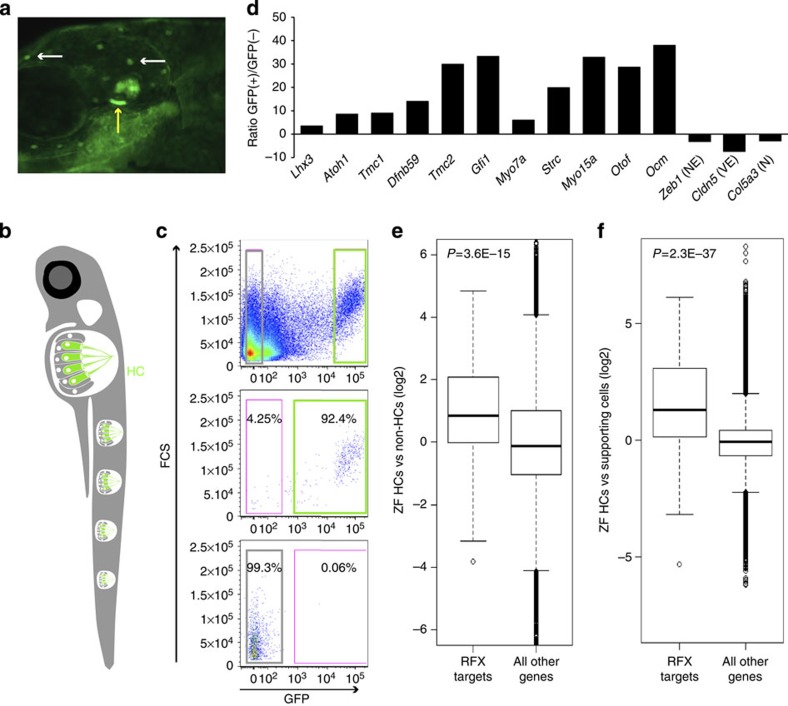
The expression of RFX target genes is elevated in zebrafish HCs. (**a**) An image of a 5 dpf *ppv3b:GFP* larvae showing GFP expression in the inner ear HCs (yellow arrow) and in the neuromast HCs (white arrows). (**b**) Schematic representation of a zebrafish showing the neuromast HCs. (**c**) Representative image of flow cytometry from dissociated 5 dpf *ppv3b*:GFP larvae. Top—dot plot analysis reveals a distinct population of GFP(+) cells (right). Post-sort analyses showing a cell type-specific purity >92% for GFP(+) cells (middle panel), >99% for negative cells (bottom). (**d**) The expression of zebrafish orthologues of known murine HC-enriched genes. Expression is enriched in the zebrafish GFP(+) cell population, while markers of NECs (for example, *Zeb1*), vascular epithelial cells (VE; for example, *Cldn5*) and neuronal cells (N; for example, *Col5a3*) are decreased (results based on RNA-seq). (**e**) Expression of the zebrafish orthologous genes of the 225 putative targets of RFX that we identified in murine HCs, was significantly elevated in zebrafish HC (GFP(+) cells). Ratios between expression level in the GFP(+) and GFP(−) cells were calculated for each gene in the zebrafish data set. The plot compares the distribution of these ratios (in log2 scale; *y*-axis) between the set of orthologues of the RFX targets (left boxplot) and all the other genes in the data set (right boxplot). The box indicates the first and third quartiles; the horizontal band inside the box indicates the median. The whiskers extend to the most extreme data point, which is no more than 1.5 times the interquartile range from the box. *P* value calculated using Wilcoxon test. (**f**) Similar to panel (**e**), but using an independent zebrafish gene expression data set. Here too, expression of RFX target genes is significantly elevated in HCs as compared with their expression levels in non-HCs.

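The orthologues of Zeb1 were zeb1a (ENSDARG00000016788), 3.14-fold lower in GFP(+) cells with 71.0 against 223.0 normalized reads, and ZEB1 (ENSDARG00000013207), 11.5-fold lower with 63.5 against 730.5. Of the pair of CLDN5 genes, ENSDARG00000043716 was 7.36-fold lower, with 55.5 against 408.5 normalized reads, and ENSDARG00000014059 was 10.5-fold lower, with 59.0 against 617.5. No gene matched Col5a3 by name, and it was not analysed here.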

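Over all 17668 genes, the median log2 ratio of GFP(+) to GFP(−) expression was −0.10, with quartiles of −1.03 and 1.01. Expression was at least 3-fold higher in GFP(+) cells for 2993 genes and at least 3-fold lower for 2889 genes. All 598 genes at the floor in GFP(−) cells were among the former. None of them had a GFP(+) value below 82, so their place there is no separate finding. Of the genes at least 3-fold lower, 1192 had a GFP(+) value in the tied range of 20 to 48. With these values set to 48, an alternative chosen after seeing the data, 2585 genes were at least 3-fold lower. These are counts of ratios between a pair of libraries and not of tested differences.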

**Figure 4:**
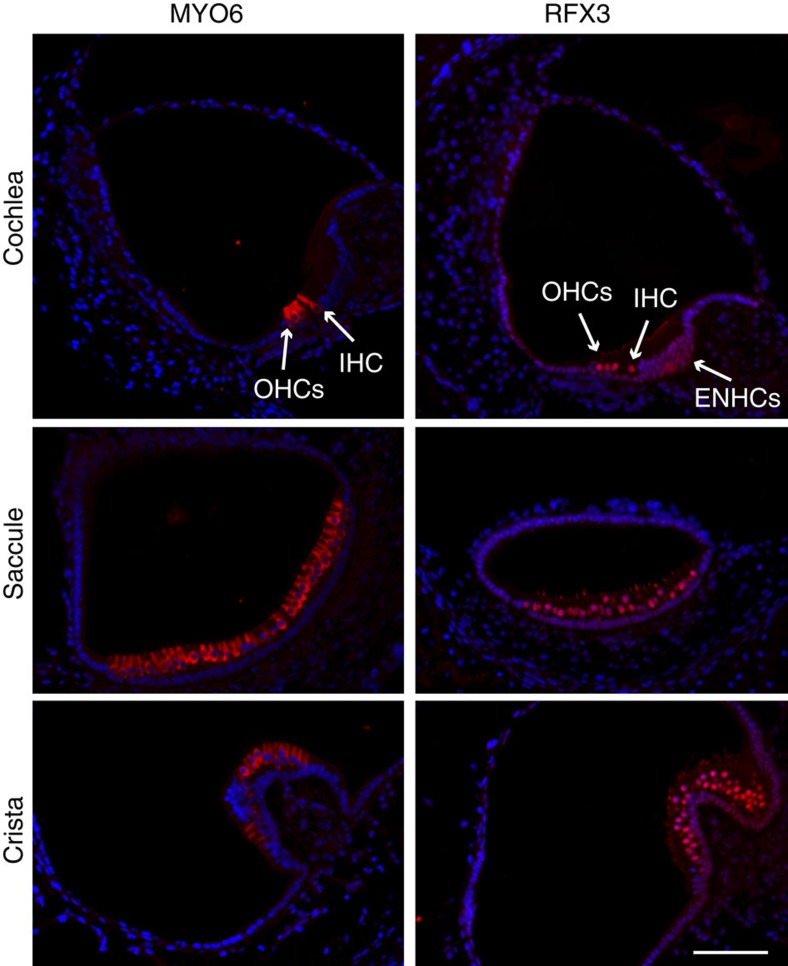
RFX3 expression in the mouse inner ear. Inner ear sections from a P1 wild-type mouse stained with an antibody for MYO6, which marks the inner ear hair cells (left panel) and RFX3 (right panel), in red, and counterstained with DAPI, in blue. A robust nuclear expression of RFX3 is detected in all HCs with a much weaker expression in ENHCs. Staining of the stereocilia with the RFX3 antibody is non-specific, validated by staining cKO ears in which the nuclear staining is abolished and the stereocilia staining persists (Supplementary Fig. 11). IHC, inner hair cell; OHCs, outer hair cells. Representative images of *n*>5 experiments. Scale bar, 60 μm.

**Figure 5:**
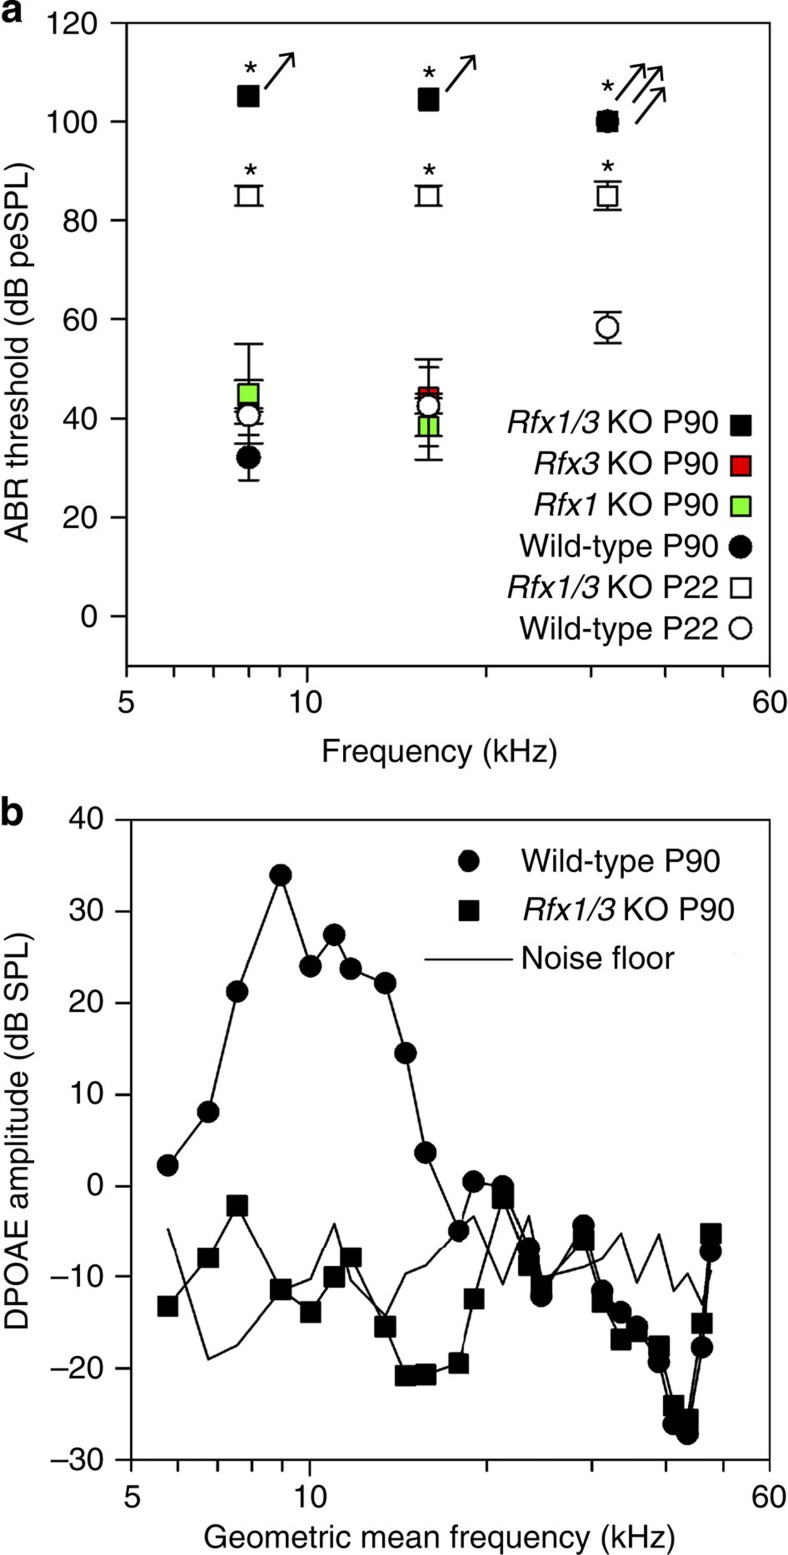
*Rfx* genes are necessary for hearing. (**a**) Elevated hearing thresholds in the *Rfx1/3* cKO mice: 3-month-old *Rfx1* cKO and *Rfx3* cKO have hearing thresholds indistinguishable from their wild-type littermate controls at 8 and 16 kHz. However, *Rfx1/3* cKO mice have significantly elevated hearing thresholds compared with their age-matched controls already at postnatal day 22. Their hearing thresholds progress to a profound hearing loss as measured at P90. All strains exhibited elevated thresholds at 32 kHz at P90. Arrows indicate that mean thresholds are likely higher than those indicated because a number of animals had absent ABR at the maximum stimulus levels tested. Error bars are ±s.e.m. ‘*’ are *P* value<0.01 (multivariate ANOVA test for P22 data and ANOVA test for P90 data). (**b**) Distortion Product Otoacoustic Emissions (DPOAE) amplitudes, indicative of outer HC function, were also significantly reduced for *Rfx1/3* cKO mice compared with wild-type controls. The following genotypes were tested at P22: *Rfx1/3* cKO (*n*=4), wild type (*n*=10); and at P90: *Rfx1* cKO (*n*=3), *Rfx3* cKO (*n*=8), *Rfx1/3* cKO (*n*=10), wild type (*n*=6).

**Figure 6:**
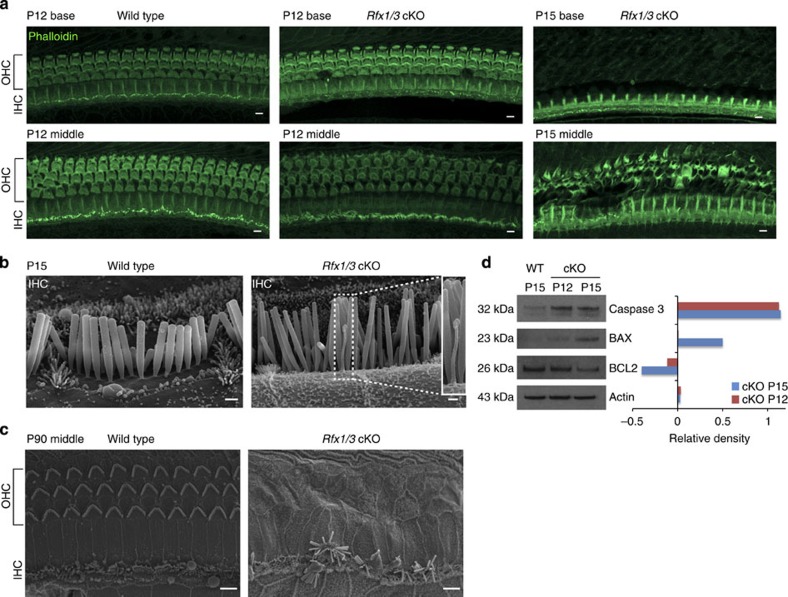
Rapid degeneration of the terminally differentiating OHCs in the *Rfx1/3* cKO mice. (**a**) Confocal imaging of the basal and middle turns of cochlear ducts from wild-type (P12) and *Rfx1/3* cKO (P12 and 15) stained with phalloidin (green), *n*=4 for all genotypes. A diffuse loss of OHCs is seen in the P15 cKO mice progressing from the basal to the middle turn. (**b**) Lateral view of IHC of P15 mice, demonstrating the retained kinocilium in the IHC of the mutant mice. Inset shows a high magnification image of the retained kinocilium. (**c**) SEM of a middle turn from 3-month-old mice showing complete degeneration of the OHCs and disrupted IHCs in the double cKO mice. *N*=4 for all genotypes. Scale bars for **a**,**c**: 5 μm; for **b**: 0.5 μm. (**d**) Western blot analysis was performed to detect changes in expression of markers for cell death and survival in cochlear ducts dissected from P15 wild-type (controls) and P12 and P15 *Rfx1/3* cKO mice (left panel). Densitometry analysis was performed to quantify the changes in protein expression relative to the levels in the wild-type tissue (right panel). Results show a significant increase in caspase 3 and BAX along with a decrease in BCL2 consistent with cell death. Actin was used as a loading control. Left margin indicates the molecular weight. Each lane consists of tissue obtained from four ears. This set of experiments was performed twice using biologically independent samples and a representative figure is shown.

**Figure 7:**
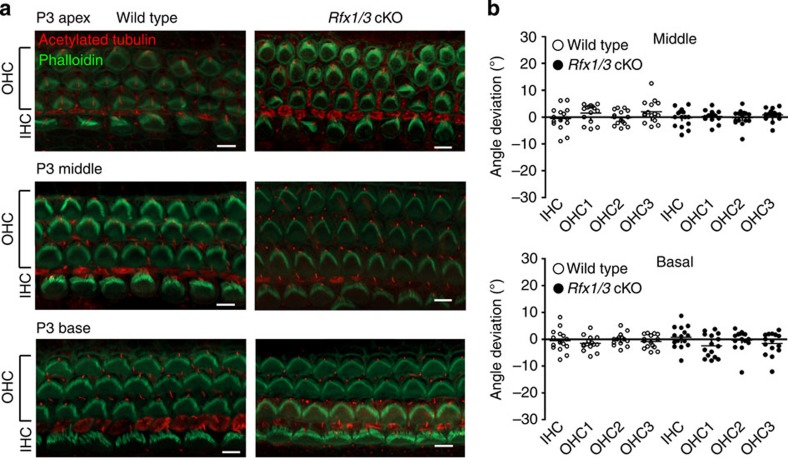
The stereociliary bundles of the HCs in the *Rfx1/3*cKO mice are properly polarized. (**a**) Representative confocal microscopy images from the basal, middle and apical turns of 3-day-old *Rfx1/3* cKO mice (*n*=3) and their wild-type littermate controls (*n*=3). Cochleae were stained with phalloidin (green) to define the actin cytoskeleton and stereociliary bundles, and an antibody for acetylated tubulin (red) to define the kinocilium. The stereociliary bundles of the wild-type and mutant mice appear properly polarized in the basal and middle turns. In the apical turn at P3, the polarity of the bundles is less organized in both the wild-type and mutant mice. Scale bar, 5 μm. (**b**) Quantification of the angle of deviation of the bundles in the wild-type and mutant mice, as measured from a line perpendicular to the axis of the pillar cells, crossing through the middle of the HCs. Results from the basal and middle turns are represented in a scatter dot plot. Each dot represents a HC, horizontal bars represent the median value. The polarity of five consecutive IHCs, first row OHCs, second row OHCs and third row OHCs was measured from cochleae of three separate mice from each genotype and from two regions: basal and middle turns, separately. A one-way ANOVA followed by a Tukey’s test was used to compare the results. No statistical significant differences were detected (*P* value>0.05).

**Figure 8:**
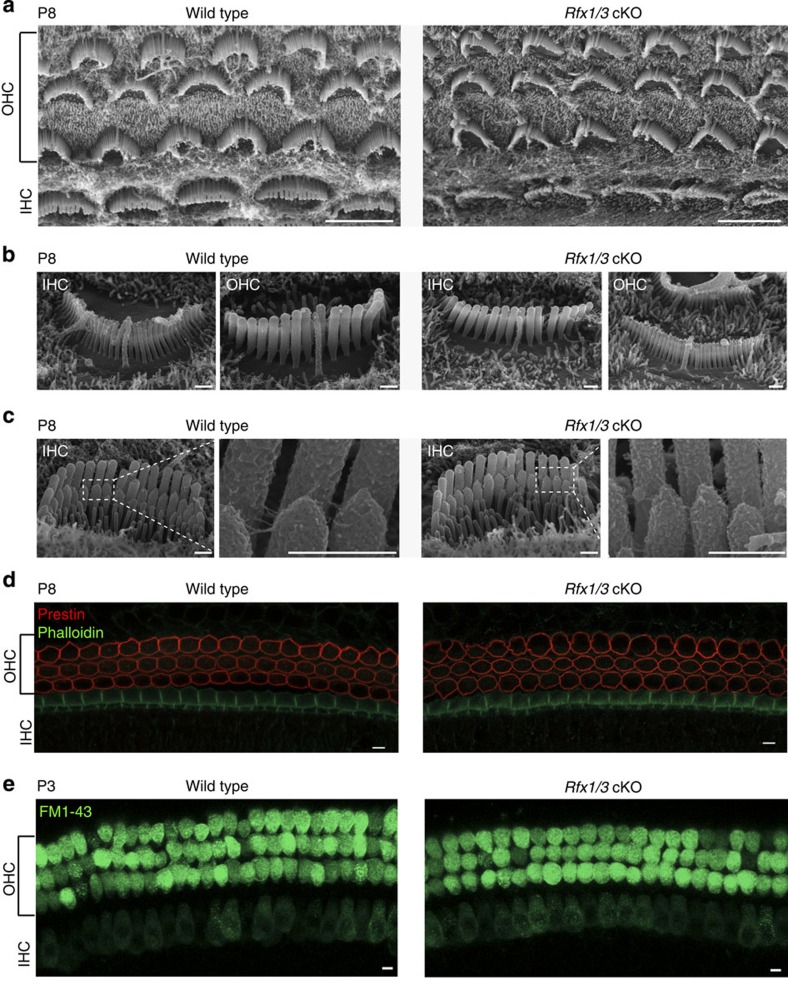
*Rfx1/3* are not necessary for the early differentiation of OHCs. (**a**) SEM images of the middle turns from P8 *Rfx1/3* cKO mice and their wild-type controls showing normal appearance of the cochlear sensory epithelia with one row of IHCs and three rows of OHCs. All HCs have kinocilia. (**b**) Higher magnification lateral views of IHCs and OHCs of *Rfx1/3* cKO and littermate P8 controls showing properly formed kinocilia. (**c**) Higher magnification medial views of IHCs; Inset show the tip links at higher magnification from the regions indicated in the dashed boxes. (**d**) Basal turns of P8 cochlear ducts from *Rfx1/3* cKO and controls stained with an antibody for prestin (red) and phalloidin (green). All OHCs express prestin in their lateral wall. (**e**) A functional assay for the presence of an intact transduction channel was performed using the uptake of FM1-43 dye. HCs throughout the cochleae of the wild-type and double cKO mice internalized the dye within 10 s. Scale bars for **a**,**d**,**e**: 5 μm; Scale bars for **b**,**c**: 0.5 μm. *n*=3 for P8 SEM analysis, *n*=4 for prestin staining and *n*=8 for FM1-43 analysis.

How the deposited data were processed for this re-analysis (not part of the article)

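RNA-seq libraries of GFP(+) and GFP(−) cells sorted from ppv3b:GFP zebrafish larvae at 5 dpf were analysed, 1 library per population. The mouse microarray, mouse RNA-seq and ChIP-seq experiments of the study were not analysed here, apart from the gene lists in Supplementary Data 4 and 5.

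The authors aligned the reads with TopHat to Zv9, counted them with HTSeq on Ensembl genes, and, by the methods, applied quantile normalization and then a floor of 20. The deposited values are thus a normalized signal per gene, in units of reads. A minimum of 40 reads per gene is named in the title of the deposited table, and the values cannot be turned back into counts. The sum of the values is 19035170.5 in both libraries by construction, so the depth of each library, and the precision it gives, is unknown. The read number of each zebrafish library is not stated in the paper's text.

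From these values, the ratio of GFP(+) to GFP(−) expression and its log2 were computed for each of 17668 genes. Because there is 1 library per population, no test between the populations was made, in place of the Wilcoxon test across genes in the study. A list of genes was described by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size, drawn from the 15563 genes with a name and matched in 20 bins of the mean of both log2 values. A bootstrap of 2000 resamples over the genes of a list gave a 95% interval of the median, which describes the spread among genes and not among animals. A fold against a GFP(−) value at the floor is given as a lower bound. So is a fold against a GFP(+) value of up to 48, which was computed against 48.

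A zebrafish gene was taken as an orthologue of a mouse gene when its symbol was equal to the mouse symbol without regard to case, or equal to it with a final a or b or a number in parentheses. Synonyms from the RefSeq annotation of the GRCz12tu assembly were used where no symbol matched. Single genes of Fig. 3d and a gene of Foxj1 were named through the human orthologues in Supplementary Data 6. Names come from a table that matched 14593 of the 17668 identifiers and from deposited symbols, which 3758 genes have. For the RFX targets, 140 pairs of a target and a zebrafish gene had equal symbols, 7 differed by a suffix and 2 were matched by a synonym. For Supplementary Data 4, the 158 annotated HC marker genes of the paper were all present, in 274 rows of probes at hand against the 276 probes that the paper gives. Of them, 93 were matched to 115 zebrafish genes.

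The genes named in the text were chosen by a rule set before the data were examined. They are the genes of Fig. 3d, the parvalbumin gene of the transgene, the RFX targets and RFX genes named in the study with Foxj1, the 5 highest and the 5 lowest of the RFX target orthologues and of all named genes, and members of 13 lists of cell type markers. Not every gene that this rule names is reported here. The marker lists cover endothelium, neuron, superficial epidermis, ionocyte, leukocyte, erythrocyte, skeletal muscle, lens, photoreceptor, liver, exocrine pancreas, supporting cell and motile axoneme. They were written before the deposited table was opened but after the first rows of Supplementary Data 6, which come from the same libraries, had been read.

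The alternatives, also set before the data were examined, were a pseudocount of 20 or 100, a minimum mean of 100, genes above the floor in both libraries, log2 ratios centred on the median of all genes, 1 zebrafish gene per mouse gene, equal symbols only, targets bound in ChIP-seq only, targets that are not HC markers, summed co-orthologues, and random lists not matched on expression. After the data had been seen, further alternatives were added. These were random lists from all genes, names from the identifier table only, the genes of Fig. 3d without those named only in Supplementary Data 6, ENHC markers with RNA-seq values only, and GFP(+) values of up to 48 set to 20 or to 48.

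The percentile was tested on simulated data made by shuffling the log2 ratios of the 17668 genes within the expression bins. A list of 200 genes shifted by 0.5 reached a percentile of 100 among 1000 random lists, and 6.5% of 200 lists without a shift fell outside the percentiles 2.5 to 97.5. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.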

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

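The tests in this part were chosen after the results were seen. With 1 library per population, none of the values has a replicate check.

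Genes of the superficial epidermis, the outer layer of the larval skin, were higher in GFP(+) cells, and the paper does not report on them. Of 36 symbols in the list, 31 matched 31 genes, and their median log2 ratio was 3.48, above each of the 10000 random lists. Of the 31 genes, 28 were higher in GFP(+) cells. The keratin gene krt4 (ENSDARG00000017624) had the highest value of the GFP(+) library, 978726 normalized reads, against 73615 and the rank 23 in GFP(−) cells. cyt1 (ENSDARG00000092947) and cyt1l (ENSDARG00000036832) were 19.6-fold and 20.3-fold higher, and krt5 (ENSDARG00000058371) 6.39-fold. The list held 10.7% of the total of the GFP(+) library and 1.08% of that of the GFP(−) library. None of the 31 genes is in the lists of RFX target or HC marker orthologues (0 shared genes in each), but 25 of them are in the copy of Supplementary Data 6 that was partly read before the list was written.

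Quantile normalization keeps the ranks within a library, and the median rank of the epidermis list rose by 1513 places. The normalization alone does not produce such a rise. Both libraries hold the same set of values, however, so that a higher value always means a higher rank. The rise in rank therefore restates the higher values, and cannot show whether the authors' normalization changed the size of the ratios. A difference in depth between the libraries would act alike on genes of similar expression, but the lower end of the 95% interval of the epidermis median, 2.76, lay above 0.51, the upper end of the range that held 95% of the random lists matched on expression. This argues against depth as the cause. Of the 24 members with a mean of at least 1000 normalized reads, 22 (91.7%) were at least 2-fold higher. This would follow from RNA of superficial epidermal cells in the GFP(+) library, whether or not those cells carried GFP. It would also follow from expression by the GFP(+) HCs themselves. These explanations cannot be told apart, because a bulk library does not show which cells the 10.7% came from. The purity after sorting in Fig. 3c was judged by GFP and does not tell HCs from other GFP(+) cells. A loss of other cell types from the GFP(+) cells stays open as well.

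Genes of the motile axoneme, the core of motile cilia, were also higher in GFP(+) cells, and the paper gives no such list for zebrafish. Of 96 symbols, 66 matched 60 genes, with a median log2 ratio of 2.49, above each of the random lists. Of the 60 genes, 57 were higher in GFP(+) cells and 48 at least 3-fold. DNAH5 (ENSDARG00000087373) rose 16.8-fold and dnah9l (ENSDARG00000062630) 10.8-fold, whereas STOML3 (ENSDARG00000057035) was 7.49-fold lower. The list shares 9 genes with the RFX target orthologues and 6 with the HC marker orthologues, and 38 of its genes are in the shortened copy of Supplementary Data 6. The median rank of the list rose by 7878 places, which quantile normalization does not produce. As for the epidermis list, the rise in rank restates the higher values and cannot show whether normalization changed the size of the ratios. Few reads in GFP(−) cells could inflate the ratios, but with all values under 100 set to 100 in both libraries, which raised the GFP(−) value of 52 members, the median was 1.08, and none of the random lists treated alike reached it. This argues against few reads as the whole cause. Without the 12 members that are RFX target or HC marker orthologues, the median of the other 48 was 2.57, so these orthologues are not the whole cause. RNA of other ciliated cells cannot be told apart from expression in HCs, since a bulk library does not show which cells the 48 genes with at least 3-fold higher values came from. A biological difference between GFP(+) and GFP(−) cells stays open and was not tested.

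The list of supporting cell genes had a median log2 ratio of 0.72 over 24 genes, at the percentile 98.0 of the random lists. Its members moved apart, with 13 higher and 11 lower in GFP(+) cells, and the 95% interval of the median ran from −1.80 to 1.53. cldnb (ENSDARG00000009544) was 8.73-fold higher and krt15 (ENSDARG00000036840) 3.77-fold, whereas LFNG (ENSDARG00000037879) was 4.87-fold lower and stm (ENSDARG00000035694) 3.47-fold. Of the 6 members with a mean of at least 1000, 50.0% were at least 2-fold higher. RNA of supporting cells in the GFP(+) library can therefore neither be read from this list nor excluded by it, and no biological explanation was tested.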

How the results depend on the processing

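The results of the comparisons were recomputed with other settings, which gave 71 values, 55 of them from alternatives set before the data were examined. No median of a gene list changed its sign. The median of the genes outside the RFX target orthologues, which is not among these values, did. It went from −0.12 to 0.04 with a minimum mean of 100. Of the 71 values, 67 stayed within the 95% interval of the main median, within 1.5-fold of the main count, or beyond the same percentile of the random lists.

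The 4 that did not all came from a pseudocount of 100 added to both values. With it, the median log2 ratio was 0.37 for the RFX target orthologues and −1.02 for the vascular endothelial genes. The number of genes at least 3-fold higher in GFP(+) cells fell to 1381, and that of genes at least 3-fold lower to 1424. A pseudocount shrinks ratios of low values by construction.

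Across the alternatives set before the data were examined, the median ranged from 0.37 to 0.73 for the RFX target orthologues, from 0.51 to 1.54 for the HC marker orthologues, from −2.44 to −0.82 for the ENHC marker orthologues, from −2.14 to −1.02 for the vascular endothelial genes and from −2.92 to −1.61 for the neuronal genes. Centring the log2 ratios removes the median of all genes, −0.10, from each ratio. Which of the counts of genes at least 3-fold higher and at least 3-fold lower was larger depended on the setting. The higher genes made up 50.9% of both in the main analysis, 50.7% and 49.2% with a pseudocount of 20 and of 100, 47.8% with a minimum mean of 100, 47.7% among genes above the floor and 54.5% with centring. The number of HC genes of Fig. 3d with at least 3-fold higher expression lay between 8 and 11. With only equal symbols it was 9, because fewer orthologues were matched. With co-orthologue values summed, 1 of the 11 genes, Myo15a, moved by more than 1.5-fold, to 12.8-fold. A pseudocount of 20 lowered the folds of Atoh1, Tmc1, Dfnb59, Tmc2, Gfi1 and Myo15a by more than 1.5-fold. Atoh1, for example, went from 8.53-fold to 4.76-fold. The folds of Lhx3, Myo7a, Strc, Otof and Ocm moved less.

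Alternatives chosen after seeing the data changed little for the RFX target orthologues. With GFP(+) values of up to 48 set to 20 or to 48, the median stayed at 0.62, since all 15 members with such values lie below it. Random lists from all genes put it at the percentile 99.99, and with names from the identifier table only it was 0.61. For the other lists, setting these values to 20 or to 48 gave medians of −2.90 and −1.81 for the vascular endothelial genes, −2.73 and −2.49 for the neuronal genes and −2.40 and −1.63 for the ENHC marker orthologues, and left that of the HC marker orthologues at 0.82. With ENHC markers that have RNA-seq values only, the ENHC median was −1.96. Without genes named only in Supplementary Data 6, 10 of the 11 HC genes of Fig. 3d had an orthologue at least 3-fold higher. The number of genes at least 3-fold lower was 3579 with such values set to 20 and 2585 with them set to 48, so that the higher genes made up 45.5% and 53.7%. No paired analysis was possible because each population has 1 library. The depth of the libraries is unknown, and low GFP(+) values limit how far a decrease in GFP(+) cells can be measured.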

Differences from the paper's values

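The paper's Fig. 3e shows a median log2 ratio of about 0.85, read by eye, for the orthologues of the RFX targets, and the median obtained here over 148 matched orthologues was 0.62. None of the alternatives set before the data were examined came within 0.1 of the paper's value. The closest were the targets bound in ChIP-seq, with 0.73, and log2 ratios centred on the median of all genes, with 0.72. The orthologues were matched here by name for 128 of the 225 targets.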

Other observations

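The tests in this part on the low GFP(+) values were chosen after the result was seen.

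Low GFP(+) values followed the GFP(−) value and the presence of a gene symbol. The methods name quantile normalization and then a floor of 20. A floor set after the normalization would leave low values scattered, but 2731 genes without a deposited symbol lay on 1 rising curve, which argues against that order. The title of the deposited table also names the floor before the normalization. A candidate explanation is a floor set before the normalization, with tied genes ordered by their row in the table. It requires that the larger value of a gene never falls below the midpoint of the floor of 20 and the minimum of 40 reads, and the smallest was 30.0. If so, 3329 genes were at or below 20 reads in GFP(+) cells and were given values between 20 and 48. A gene with a symbol then has up to 2.4-fold larger decreases than a gene without one. No biological explanation was tested.

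Without the 9 genes of the motile axoneme list, the median of the RFX target orthologues was 0.55, still above 0.26, the upper end of the range that held 95% of the random lists. The 90 orthologues of targets bound by RFX1 or RFX3 in ChIP-seq had a median log2 ratio of 0.73 and the other 58 of 0.48. This difference of 0.25 lay at the percentile 88.2 of 10000 random splits of the 148 genes, so that it cannot be told apart from such splits at this number of genes. Across the 128 matched targets, the zebrafish log2 ratio had a Pearson correlation of 0.21 and a Spearman correlation of 0.22 with the paper's log2 ratio for mouse vestibular HCs, and of 0.17 and 0.11 with that for mouse cochlear HCs. These 2 relations are across genes, which are not independent replicates.

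The RFX genes did not move together. RFX1 was 2.04-fold higher in GFP(+) cells for ENSDARG00000075904 and 2.38-fold lower for ENSDARG00000005883. RFX2 (ENSDARG00000013575) was 1.36-fold higher, with 755.5 normalized reads in GFP(+) cells, and rfx3 (ENSDARG00000014550) was 1.11-fold lower, with 211.5. rfx5 (ENSDARG00000063258) and RFX7 (ENSDARG00000077237) were 1.54-fold and 8.91-fold lower. foxj1b (ENSDARG00000088290) was 1.68-fold higher. ENSDARG00000059545, which Supplementary Data 6 assigns to FOXJ1, was 6.90-fold higher and was added after its value was seen.

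The orthologues of HC markers of Supplementary Data 4 had a median log2 ratio of 0.82 over 115 genes, above each of the 10000 random lists, with 49 genes at least 3-fold higher and 17 at least 3-fold lower, or 15 with GFP(+) values of up to 48 set to 48. The ENHC markers have 36 symbols in Supplementary Data 4, of which 31 have RNA-seq values, against 32 genes in the paper's text. Of the 36, 15 matched 20 genes, whose median of −1.77 was below each random list. Among the marker lists, the medians were −6.71 for 14 exocrine pancreas genes, −5.57 for 19 liver genes, −4.08 for 12 erythrocyte genes, −3.88 for 24 photoreceptor genes and −2.52 for 26 leukocyte genes, each below all random lists. The 15 skeletal muscle genes (median 0.06, percentile 60.8) and the 17 ionocyte genes (median 0.43, percentile 87.1) lay within the random lists. The muscle list held 0.027% of the GFP(−) total and 0.029% of the GFP(+) total, so its median compares low amounts. Of the 17 ionocyte genes, 11 were higher and 6 lower in GFP(+) cells. Single members moved far in both directions. RHCG was 38.1-fold higher for ENSDARG00000003203 and 50.2-fold higher for ENSDARG00000007080. SLC4A1 (ENSDARG00000012881), which is also in the erythrocyte list, was 36.9-fold lower. None of the 16 lens symbols was matched (0 found).

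The named genes with the highest ratios in the data set were si:dkeyp-1h4.6 (ENSDARG00000093936, 295.8-fold), si:dkey-7c18.24 (ENSDARG00000041433, 163.4-fold), si:dkey-211g8.8 (ENSDARG00000096311, 130.1-fold), ogfr2 (ENSDARG00000024815, 99.9-fold) and ATP10B (ENSDARG00000076230, 95.1-fold). None of them is a gene of Fig. 3d. The lowest by the deposited values were prss59.2 (ENSDARG00000073742, 211.3-fold lower), prss1 (ENSDARG00000042993, 181.1-fold lower), CELA1 (ENSDARG00000017314, 179.5-fold lower), HBE1 (ENSDARG00000045143, 162.3-fold lower) and APOB (ENSDARG00000042780), which was at 20 in GFP(+) cells and at least 64.7-fold lower. The place of APOB rests on this tied value. With GFP(+) values of up to 48 set to 48, ctrb.1 (ENSDARG00000090428, 154.9-fold lower) took it.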
